# *Drosophila melanogaster* as a model organism to investigate sex specific differences

**DOI:** 10.1038/s41598-025-04497-0

**Published:** 2025-06-04

**Authors:** Sonja Dähn, Anika E. Wagner

**Keywords:** *Drosophila melanogaster*, Insulin signaling, Immunity, Imd signaling, Toll signaling, Sex differences, Genetics, Immunology, Psychology, Health care

## Abstract

Sex differences in physiology, anatomy, behavior, and genetics are well-documented throughout the animal kingdom. These differences are often neglected in research. This imbalance can have detrimental effects, as seen in cases where certain drugs have stronger side effects in females than in males. The fruit fly, *Drosophila melanogaster*, presents a promising model for studying these sex-specific differences because it shares many disease-related genes and is easy to use. RNA of 10-day-old and 30-day-old *D. melanogaster* (w^1118^) was isolated and sequenced. In 10-day-old flies 3969 genes are significantly higher expressed in males than in females, and 7176 genes are significantly lower expressed in males. In 30-day-old males 3735 genes are significantly higher expressed than in females, and 7101 genes are significantly lower expressed. In detail, the present study shows that male flies exhibit higher expression levels of genes involved in toll signaling, Imd signaling, insulin signaling, and lipid metabolism. These findings highlight *D. melanogaster* as a valuable model organism for studying sex differences in these highly conserved signaling pathways. This model could help analyzing the sex-specific effects of dietary interventions or drugs, ultimately leading to a better understanding of sex-specific interconnections and improving the development of more effective, sex-specific medical treatments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-04497-0.

## Introduction

Biological sex is a fundamental variable influencing physiology, disease susceptibility, and treatment outcomes across species, including humans. Sexual dimorphism, including physiological properties, anatomy, behavior and genetics is a well-documented phenomenon in the animal kingdom^1^. Even though it is known that males and females differ in many aspects, most experimental research has predominantly involved only one sex (mainly males), without addressing sex-specific differences. For example, in 2021 Brady and colleagues analyzed 4420 SARS-CoV-2 studies^2^. The researchers found out, that only 21% addesses sex in the recruitment and only about 5.4% planed to analyze the effects in regard of sex. Alarmingly, the results were often generalized to both sexes^3^ which may result in detrimental effects on one sex. For instance, many drugs have been withdrawn due to adverse side effects in women. One example is the appetite suppressant subitramine, which has been linked to adverse cardiovascular events and psychiatric side effects, especially in women^4^. The focus on research in males does not only affect drug research, but also disease research. A common example are cardiovascular diseases (CVD) where women are typically underrepresented in clinical trials. The specific symptoms being associated with an acute myocardial infarction such as chest and arm pain are accepted as general, although women usually exhibit atypical symptoms. This may be at least one reason why women with acute coronary syndromes are less likely to receive correct treatment and therefore have a higher risk of death^5–7^. Other examples of sexually dimorphic development and manifestation of diseases are Diabetes mellitus type 2 (DMT2) and Parkinson’s disease, both of which cause more deaths in men than in women, while women die more frequently from chronic lower respiratory diseases and Alzheimer’s disease^8^. Women can store (nutritional) energy more effectively than men. In mammals females store about 10% more body fat compared to males^9^. Additionally, the distribution of the fat storages also differs between the sexes with women having more subcutaneous and men more visceral fat^10^. Consequently, there are sex differences in lipid metabolism (storage, mobilization and oxidation), but also in carbohydrate and protein metabolism^10^, suggesting that nutritional interventions are also likely to affect men and women in different ways.

It is also known that women are less often affected by infectious diseases than men. This immunity-related sex dimorphism has been assumed to be caused by differences in hormonal levels. However, the role of estrogen in immunity seems to be unclear. On the one hand, in several model organisms for chronic inflammatory diseases, estrogen seems to have a suppressive effect on immune response, on the other hand, also proinflammatory effects have been documented in some model organisms for autoimmune diseases^11^.

Although it is well known that various diseases have different incidences and forms of progression in men and women, most medical research has only been performed in men (or male model organisms) neglecting sex-specific differences. One reason may be high costs of studies using human subjects or common model organisms like laboratory rodents. Therefore, there is a great need for a cost-effective alternative model organism in which males and females can be easily compared. The fruit fly *Drosophila melanogaster* has been used as a model organism since 1905^12^, initially as a model for genetics by investigating spontaneously occurring mutations and their inheritance^13^. However, in recent years *D. melanogaster* has also gained interest as a model for various chronic human diseases (e.g. Alzheimer’s disease, DMT2), conserved biological processes, including insulin signaling, innate immunity (Imd and toll signaling), and energy metabolism (insulin signaling), many of which show marked sex-specific regulation and physiological approaches, including nutrition, due in part to cost-effective housing and short generation time^14,15^. Many disease-associated genes are highly conserved in both humans and in *D. melanogaster*, including insulin signaling, which is homologous to insulin signaling in humans. Furthermore, homologies between human and *D. melanogaster* organs can be observed: the fruit fly has a brain, a heart, a digestive system, Malpighian tubules (they have a similar function as mammalian kidneys) and also a fat body (which has similar functions to the human fat tissue and liver). Female flies store more fat than male flies (comparable to the sex specific differences in mammals), which may be due to differences in the glucagon-like Adipokinetic hormone (Akh) pathway^16^. Nutritional interventions affect males and females differently. A low-sugar diet has effects on the body size and insulin signaling in male and female larvae via sex-specific mechanisms^17^. A high-protein diet increases body size in female but not in male larvae by activating insulin signaling in females but not in males^18^. Although sex differences are also known for *D. melanogaster* most studies focus on either males or females without discussing the role of sex specific differences^19–23^. Additionally, most of the studies have used larvae, so there is a lack of data comparing adult male and female flies, also within the context of sex-specific effects of nutritional interventions.

Although it is known, that men and women differ and that these differences are reflected, for example, in the prevalence and progression of various diseases, there is still a lack of research focusing on the comparison of men and women. In the present work, we aimed to show that the fruit fly *D. melanogaster* can be used as a comparatively inexpensive and easy-to-handle model to study sex-specific differences. Therefore, we investigated the gene expression of highly conserved signaling pathways, involving Imd and toll signaling, as well as insulin signaling. We focused on comparing untreated mated male and female flies to reveal sex specific differences in gene expression at a basal level. 

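Messenger RNA of whole male and female flies was sequenced at 10 and at 30 days of age, with 3 libraries for each sex and age and 10 flies in each sample. The authors deposited, for each of the 12 libraries, the count of each gene without normalization, for 15130 genes at 10 days and 15261 genes at 30 days. At 10 days the male libraries held 41341025, 38199967 and 48613036 counts, and the female libraries held 62924598, 53070842 and 51208712. At 30 days these totals were 38522504, 23097763 and 38990857 in males and 39876325, 54692004 and 37558056 in females. The 10 genes with the most counts took 20.2% to 24.6% of a male library and 5.49% to 14.0% of a female library. The sex of the libraries was checked on genes that males or females alone express. Counts of the Y-linked genes kl-2, kl-3, kl-5, ORY, CCY, Ppr-Y, ARY, WDY and Pp1-Y2 were present in all 6 male libraries and 0 in all 6 female libraries. The long noncoding RNA lncRNA:roX1 of the male X chromosome had 161 ± 10.5 FPKM (SD, n = 3) in males and 0.571 ± 0.472 in females at 10 days. The yolk protein gene Yp1 had 353 ± 24.7 FPKM in females and 3.01 ± 4.33 in males at that age.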

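FPKM, which scale counts to transcript length and library size, were deposited by the authors for 39 genes at 10 days and 37 genes at 30 days. For the other genes they were computed from the counts, the exon lengths of the BDGP6.54 annotation and the number of fragments per library that the deposited FPKM imply. That number was 0.741 to 0.833 times the total count in male libraries and 1.18 to 1.34 times it in female libraries. The paper gives mapped reads as the basis of FPKM and does not say why that number departs from the total count. FPKM from that number place males higher than the counts do. The log2 ratio of mean FPKM exceeded the fitted log2 fold change by a median of 0.46 over 7830 genes at 10 days. At 30 days this median was 0.44 over 7660 genes. Male and female libraries were therefore compared on the counts, separately at each age, with limma-voom after TMM normalization. A gene was tested when at least 3 libraries exceeded a CPM (count scaled to library size) of 0.200 at 10 days or 0.258 at 30 days, which is 10 counts in a library of median size, and its total count reached 15. This left 13334 genes at 10 days and 13013 at 30 days, with adjusted p-values by the Benjamini-Hochberg method and a threshold of 0.05. All log2 fold changes are males over females, gene numbers are NCBI gene identifiers, and errors of FPKM are SD over 3 libraries.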

We sequenced 10- and 30-day-old male and female flies and compared those signaling pathways that orchestrate energy metabolism and immune function.

## Results

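A gene was taken as detected in a sex when at least 1 of its 3 libraries held a count of it. At 10 days this gave 12280 genes in females and 14734 genes in males. Single libraries held counts of 10773, 11407 and 10523 genes in females and of 13478, 14056 and 13657 genes in males, so every male library exceeded every female library. With a count required in all 3 libraries, the alternative that moved these numbers most, 9685 genes were detected in females and 12759 in males. After all 6 libraries were thinned at random to 38199967 counts, the numbers were 12263 and 14734.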

Sequencing of the mRNA of 10-day-old flies revealed that in female flies a total number of 12274 genes was detected, whereas in male flies 14734 genes were detected. 3969 genes are significantly higher expressed in males than in females, and 7176 genes are significantly lower expressed in males (Fig. 1 a)).

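Of the 13334 genes tested at 10 days with limma-voom, 6516 were higher expressed in males and 4284 were lower expressed in males at an adjusted p below the threshold. Normalized values of males and females did not overlap for 11232 genes (84.2%), where chance gives 10% for 3 libraries against 3. The median log2 fold change of all tested genes was 1.11. Of the 3 genes with the largest changes toward males, CG17097 (gene 34461) had 2185 ± 244 FPKM in males, CG9029 (gene 33815) had 4967 ± 824 and CG31872 (gene 34458) had 766 ± 35.2. None of the 3 had a count in a female library. Toward females the largest changes were those of the chorion protein genes Cp36 (gene 31787, 604 ± 131 FPKM) and Cp38 (gene 31788, 532 ± 148 FPKM), which had no count in a male library. Pxt (gene 42131) followed with 159.6 ± 9.41 FPKM in females and 0.436 ± 0.755 in males, where 1 of the 3 libraries held counts of it. The choice of the library factors moved the numbers most. With library factors set from photoreceptor, neuron and muscle genes, which lowered the median of all genes by 2.56 on the log2 scale against the TMM values, 3241 genes were higher and 6933 lower in males, and 1039 called genes changed sign. RLE and upper quartile factors raised that median by 0.21, and total counts lowered it by 0.17. Among the genes that the paper names singly or as a group, 78 were tested and 64 had an adjusted p below the threshold over all genes, as had 64 when adjusted over the list alone. The study chose that list on these samples, so the latter is not independent evidence.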

**Fig. 1:**
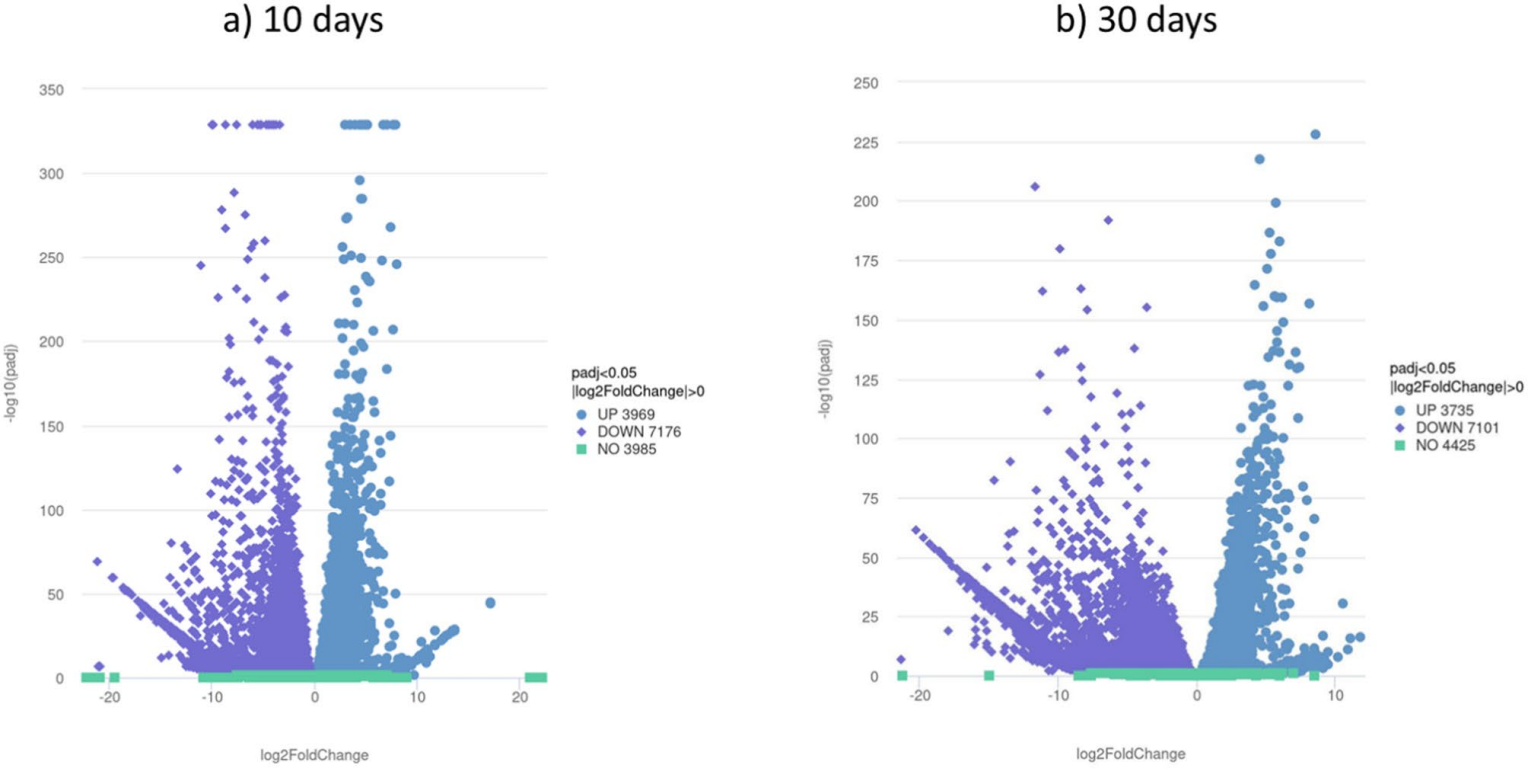
Volcano plot showing the number of differentially expressed genes between 10-day-old (**a**) and 30-day-old (**b**) female and male flies. Genes that are higher expressed in males are spotted in blue, genes that are higher expressed in females are spotted in purple, genes that showed no significant difference in expression are spotted in green.

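In 30-day-old males 15112 genes had a count in at least 1 library, and in females of the same age 11924. The single male libraries held counts of 13712, 14946 and 13090 genes, the female libraries of 10219, 10534 and 11081. Requiring a count in all 3 libraries left 12669 genes in males and 9438 in females, and thinning every library to 23097763 counts left 15112 and 11871. The largest of the single male numbers belongs to male replicate 2, the library with the fewest counts, and 14118 genes were detected in males without it.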

Sequencing of the mRNA of 30-day-old flies revealed that in males a total number of 14112 genes was detected, whereas in female flies a total number 11924 genes was detected. 3735 genes are significantly higher expressed in males than in females, and 7101 genes are significantly lower expressed (Fig. 1 b)).

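At 30 days, 6648 of the 13013 tested genes were higher and 3996 lower expressed in males according to limma-voom. For 11047 genes (84.9%) the sexes did not overlap, and the median log2 fold change of all tested genes was 1.41. The 3 largest changes toward males were again in genes with no count in any female library: CG17097 with 1426 ± 201 FPKM in males, Acp36DE (gene 35096) with 1128 ± 166 and CG9029 with 4421 ± 716. The 3 largest toward females were swa (gene 31580), with 183 ± 30.0 FPKM in females and 0.395 ± 0.684 in males, Pxt with 119 ± 12.2 and 0.265 ± 0.459, and osk (gene 41066) with 37.1 ± 8.03 and 0.0407 ± 0.0705. Each of these 3 genes had counts in male replicate 2 alone among the male libraries. Factors from photoreceptor, neuron and muscle genes shifted the median by -3.17 and gave 3141 higher and 6838 lower genes, with 1016 changes of sign. The shifts under RLE, upper quartile and total-count factors were 0.19, 0.34 and -0.26. Of 79 tested genes that the paper names singly or as a group, 61 passed the threshold over all genes and 60 adjusted over the list alone, which carries the same limit as at 10 days.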

Overlay of expressed genes in males and females revealed that 10-day-old flies shared 7841 genes (Fig. 2). 

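A gene was taken as expressed in a sex when its mean FPKM over the 3 libraries exceeded 1, a minimum the paper's text does not state. At 10 days 7836 genes were expressed in both sexes. The number moved most when the minimum was set to 0.1 FPKM, where 10732 genes were shared. It was 7984 when FPKM were computed with the total count of each library. In limma-voom, 2236 of the 7836 shared genes were higher and 4032 lower expressed in males.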

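Above the minimum in males and not in females were 4914 genes at 10 days. No female library held a count of 1982 of them, while 768 had a mean above 0.5 FPKM in females. The number was 3787 with a minimum of 0.1 FPKM and 4434 with FPKM from total counts. An adjusted p from limma-voom below the threshold, with higher values in males, was reached by 4103 of the 4914 genes.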

Male flies expressed 4919 genes that females did not express. Among these genes were different serotonin receptors, accessory gland proteins, but also different antimicrobial peptides (AMPs): *Attacin A*, *B*, *C* (*AttA*, *AttB*, *AttC*), *Cecropin A1*, *A2*, *C* (*CecA1*, *CecA2*, *CecC*), *Diptericin A* (*DiptA*), *Drosomycin-like 1*, *4* (*Drsl1*, *Drsl4*), different cytochrome P450 oxidases and *Fatp2* (*Fatty acid transport protein 2*). 

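All 5 serotonin receptor genes exceeded 1 FPKM at 10 days in males only, as did all 17 accessory gland protein genes of the table. Of 84 cytochrome P450 genes, 40 were expressed in males only, 36 in both sexes and 0 in females only. At a minimum of 0.1 FPKM, 78 P450 genes were shared and none of the serotonin receptor genes was male-specific. Among the serotonin receptors, 5-HT2A (gene 40575) had 5.66 ± 0.980 FPKM in males and 0.289 ± 0.234 in females, a log2 fold change of 4.14 (standard error 0.57, adjusted p = 0.000646) in limma-voom. 5-HT1B (gene 37191), with 0 counts in female replicate 1, had 4.37 (standard error 1.99, adjusted p = 0.0829) and passed the threshold without female replicate 1 (1.67, adjusted p = 0.0123), female replicate 2 (6.39, adjusted p = 0.0122) and female replicate 3 (6.02, adjusted p = 0.0137). The same held under no filter, a mean of 10 counts, all 12 libraries in 1 fit and log2(FPKM + 1) (1.27 to 4.66, adjusted p from 0.00312 to 0.0223). The accessory gland protein gene Acp36DE had 1333 ± 97.0 FPKM in males. Of the AMP genes, CecA1 (gene 43596) had 162 ± 13.6 FPKM in males and 0.406 ± 0.704 in females, and CecA2 (gene 43597) had 12.5 ± 5.85 FPKM in males and 0.232 ± 0.402 in females. Their log2 fold changes were 10.50 (standard error 1.21, adjusted p = 0.000277) and 6.98 (standard error 1.67, adjusted p = 0.00782), each with female libraries at 0 counts, and reads of such close paralogs can be assigned to either gene. CecA2 no longer passed the threshold without male replicate 1 (7.40, adjusted p = 0.0834), male replicate 2 (7.08, adjusted p = 0.0839) and male replicate 3 (6.62, adjusted p = 0.138). CecC (gene 43599, 6.51 ± 2.18 FPKM) and DptA (gene 37183, 5.81 ± 2.39 FPKM) had 77, 54 and 127 and 136, 57 and 97 counts in the male libraries and no count in any female library.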

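AttC (gene 36484) had 8.98 ± 1.80 FPKM in males and 0.341 ± 0.430 in females, a log2 fold change of 5.79 (standard error 1.53, adjusted p = 0.0119) in limma-voom that missed the threshold without male replicate 3 (log2 fold change 5.81, adjusted p = 0.0598). This was also so under factors from photoreceptor, neuron and muscle genes (3.27, adjusted p = 0.0765). AttB (gene 36637) had 3.66 ± 0.301 and 0.538 ± 0.411 FPKM, a log2 fold change of 2.71 (standard error 0.85, adjusted p = 0.0236) that was not kept without male replicate 1 (2.76, adjusted p = 0.0770), male replicate 2 (2.84, adjusted p = 0.0618) and male replicate 3 (2.86, adjusted p = 0.0637). The call changed as well under all 12 libraries in 1 fit and factors from photoreceptor, neuron and muscle genes (0.17 to 2.76, adjusted p from 0.0902 to 0.864). Its paralog AttA (gene 36636) had 150, 72 and 0 counts in the male libraries and 22, 43 and 63 in the female libraries. Its log2 fold change was -0.59 (standard error 2.27, adjusted p = 0.816), with a positive sign without male replicate 3 (2.08, adjusted p = 0.0573). Drsl4 (gene 317954) had 0, 29 and 38 counts in males and none in females and was below the filter of the fit at 10 days, and Drsl1 was not analysed here. Fatp2 (gene 37657) had 16.9 ± 4.76 FPKM in males and 0.436 ± 0.155 in females, a log2 fold change of 4.87 (standard error 0.56, adjusted p = 0.000285). AttA, AttB, AttC, CecA1, CecA2, CecC, DptA, Drsl4 and Fatp2 all exceeded 1 FPKM in males only, and 6 of them had a count in at least 1 female library.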

In female flies 289 specific genes are expressed. These include genes responsible for female reproduction (e.g. genes encoding for chorion-specific proteins or *femcoat*).

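At 10 days 289 genes exceeded 1 FPKM on average in females only. Of these, 80 had no count in any male library and 121 had a mean above 0.5 FPKM in males. The number was 344 with a minimum of 0.1 FPKM, 379 when all 3 libraries had to exceed 1 FPKM and 383 with FPKM from total counts. Lower expression in males at an adjusted p from limma-voom below the threshold was found for 219 of the 289 genes.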

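Among the 11 chorion protein genes of the table, 7 were expressed in females only at 10 days and 4 in both sexes. Of 5 vitelline membrane genes, 2 were female-specific and 3 shared, all 3 because of counts in male replicate 3: without it, all 5 were female-specific. Femcoat (gene 31367) had 13.1 ± 13.7 FPKM in females with 320, 296 and 1461 counts and no count in males. Cp7Fb (gene 31785) had 41.0 ± 8.53 FPKM in females and 0.644 ± 0.803 in males, and Cp7Fc (gene 31786) had 43.5 ± 10.5 and 0.499 ± 0.865. The log2 fold changes from limma-voom were -8.44 (standard error 1.44, adjusted p = 0.00171) and -9.87 (standard error 1.41, adjusted p = 0.000760). The chorion genes of chromosome arm 3L varied more between the female libraries. Cp15 (gene 38999) had 15282, 691 and 2971 counts in females, with a log2 fold change of -2.79 (standard error 1.92, adjusted p = 0.217) that passed the threshold without female replicate 1 (-1.67, adjusted p = 0.0341) and female replicate 2 (-3.74, adjusted p = 0.00898). It was likewise so under the replicate block, factors from photoreceptor, neuron and muscle genes and limma-trend (-5.21 to -2.67, adjusted p from 0.0137 to 0.0395). Cp18 (gene 38998) had -4.88 (standard error 2.10, adjusted p = 0.0693) and passed without female replicate 1 (-5.44, adjusted p = 0.00173), female replicate 2 (-5.06, adjusted p = 0.0103) and female replicate 3 (-4.13, adjusted p = 0.000262). That applied too under the replicate block, all 12 libraries in 1 fit, log2(FPKM + 1), factors from photoreceptor, neuron and muscle genes and limma-trend (-7.47 to -4.12, adjusted p from 0.00172 to 0.0322). For Cp19 (gene 39000), with -10.33 (standard error 2.65, adjusted p = 0.0106), the threshold was not reached without male replicate 2 (-8.75, adjusted p = 0.101), female replicate 2 (-10.08, adjusted p = 0.309) and female replicate 3 (-9.39, adjusted p = 0.0690). It was the same under no filter, a mean of 10 counts and all 12 libraries in 1 fit (-10.29 to -10.21, adjusted p from 0.0697 to 0.236).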

**Fig. 2:**
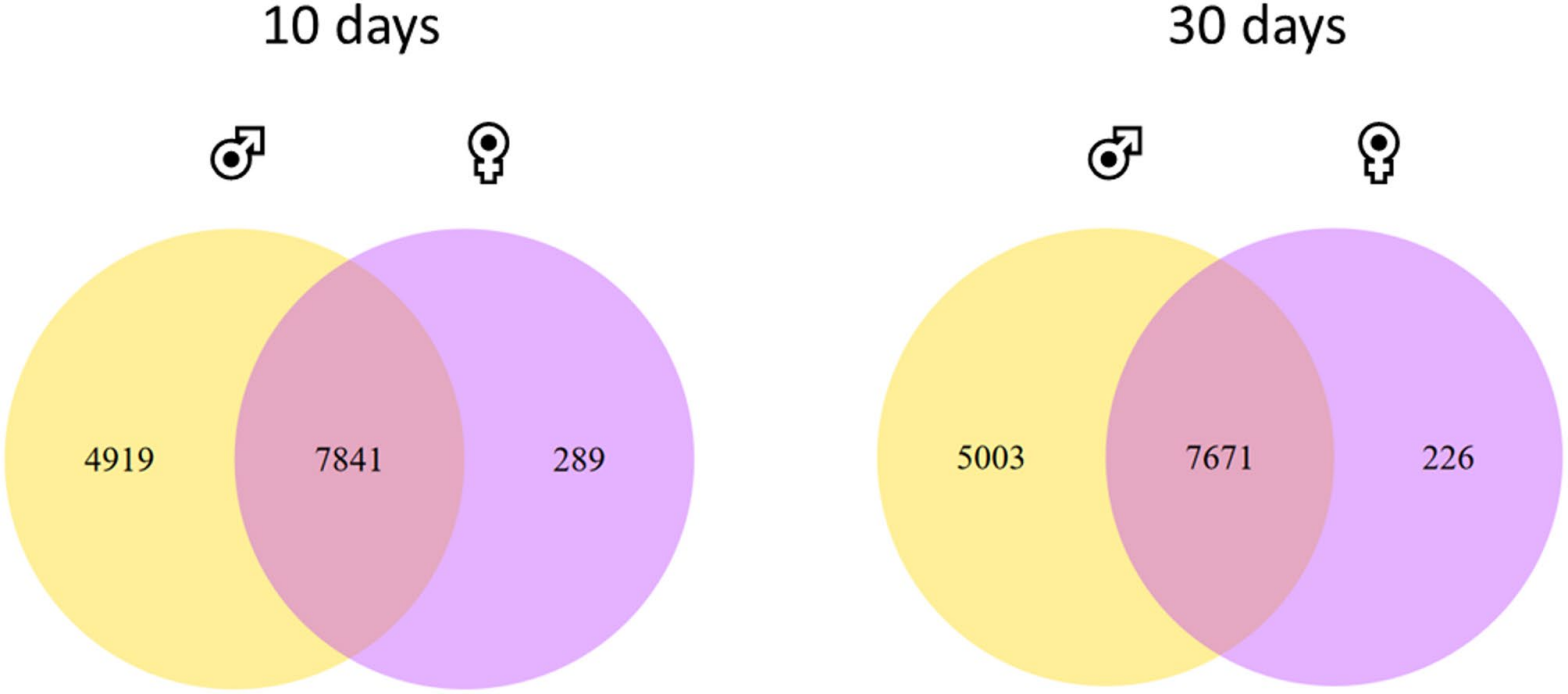
Venn diagrams showing genes expressed exclusively in males, females, or both sexes. Yellow circles represent genes exclusively expressed in males, purple circles represent genes exclusively expressed in females, and the overlay of both represents genes expressed in both sexes.

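With the same minimum of 1 FPKM, 7667 genes were expressed in both sexes at 30 days. Of these, 2150 were higher and 3791 lower expressed in males in limma-voom. A minimum of 0.1 FPKM raised the number of shared genes to 10345.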

In 30-day-old flies, the number of shared genes was similar (7671 genes are expressed in both sexes). 

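Males alone exceeded 1 FPKM for 4998 genes at 30 days, of which 2108 had no count in any female library and 644 had a mean above 0.5 FPKM in females. Females alone exceeded it for 226 genes, of which 20 had no count in males and 86 a mean above 0.5 FPKM in males. In limma-voom, 4262 of the male-specific genes were higher and 176 of the female-specific genes lower expressed in males. Of the antimicrobial peptide genes, CecB (gene 43598) had 9.94 ± 7.07 FPKM in males and 0.0158 ± 0.0273 in females, where 1 library held 1 count, and its log2 fold change was 7.64 (standard error 0.84, adjusted p = 0.000160). AttD (gene 42122) had 6.71 ± 2.88 FPKM in males and 0.412 ± 0.384 in females, a log2 fold change of 4.80 (standard error 1.53, adjusted p = 0.0218) that was not kept without male replicate 1 (4.73, adjusted p = 0.0936), male replicate 2 (5.22, adjusted p = 0.0748) and male replicate 3 (4.58, adjusted p = 0.122). The same held under factors from photoreceptor, neuron and muscle genes (1.59, adjusted p = 0.334). Drsl3 (gene 317955) had 1.16 ± 1.14 FPKM in males and 0.972 ± 0.984 in females, on both sides of the minimum, with 14, 14 and 0 counts in males and 35, 0 and 17 in females and a log2 fold change of 0.18 (standard error 2.08, adjusted p = 0.939). Drsl4 had 72, 39 and 0 counts in males and 0, 0 and 1 in females and was below the filter of the fit at 30 days. Drsl5 (gene 38409) had 15.5 ± 7.83 and 0.278 ± 0.254 FPKM, with 5.89 (standard error 1.17, adjusted p = 0.00267) for the log2 fold change, and missed the threshold without male replicate 2 (log2 fold change 5.61, adjusted p = 0.0559). This was also so under factors from photoreceptor, neuron and muscle genes (2.70, adjusted p = 0.0561). Fatp2 had 12.8 ± 1.53 FPKM in males and 0.0808 ± 0.0747 in females, a log2 fold change of 7.99 (standard error 1.10, adjusted p = 0.000457). All 6 of these genes had a count in at least 1 female library.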

There were 5003 (e.g. *AttD*, *CecB*, *Drsl3*, *Drsl4*, *Drsl5*, *Fatp2*) male-specific genes and 226 female-specific genes expressed. These genes included different chorion proteins and the vitelline membrane. 

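At 30 days all 5 vitelline membrane genes of the table and 4 of the 11 chorion protein genes exceeded 1 FPKM in females only, and 4 chorion genes in both sexes. When all 3 libraries had to exceed 1 FPKM, 3 vitelline membrane genes and 0 chorion genes remained female-specific. Counts of these genes differed widely between the female libraries: Vm26Aa (gene 33829) had 11445, 4595 and 948 and Vm34Ca (gene 34758) had 6168, 2638 and 330. Their log2 fold changes in limma-voom were -10.55 (standard error 1.99, adjusted p = 0.00213) and -9.96 (standard error 1.90, adjusted p = 0.00223), and neither passed the threshold without female replicate 2 (-10.75, adjusted p = 0.102, and -9.88, adjusted p = 0.153). Vm34Ca also missed it under all 12 libraries in 1 fit (-9.98, adjusted p = 0.0512). Cp38 had 2.65 ± 2.84 FPKM in females and 0.0312 ± 0.0540 in males, a log2 fold change of -6.21 (standard error 1.39, adjusted p = 0.00473) that did not hold without female replicate 1 (-6.17, adjusted p = 0.134) and female replicate 2 (-5.18, adjusted p = 0.0658). Cp36, with 19, 788 and 0 counts in females, had -4.78 (standard error 0.74, adjusted p = 0.000820), and this call depended on the libraries and on the setting. It was lost without male replicate 1 (-2.54, adjusted p = 0.423), male replicate 2 (-4.73, adjusted p = 0.106), male replicate 3 (-2.51, adjusted p = 0.435) and female replicate 3 (-6.25, adjusted p = 0.112). The call changed as well under no filter, a mean of 10 counts, all 12 libraries in 1 fit and log2(FPKM + 1) (-4.04 to -1.19, adjusted p from 0.206 to 0.264). Cp15, not past the threshold (-0.85, adjusted p = 0.776), passed it without female replicate 3 (log2 fold change -3.45, adjusted p = 0.00883). It was likewise so under the replicate block (-3.27, adjusted p = 0.0488). Cp7Fa and Cp7Fb, which exceeded 1 FPKM in neither sex, went the other way (3.64 and 1.31 with all 12 libraries in 1 fit). Cp7Fa passed the threshold as higher in males without female replicate 2 (log2 fold change 6.14, adjusted p = 0.0207). The sign of Cp7Fb turned without female replicate 3 (-0.91).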

When comparing different maltase encoding genes, male flies showed higher expression levels of these genes including *Maltase A1*, *A2*, *A3*, *A4*, *A7*, *A8* (*Mal-A1*, *Mal-A2*, *Mal-A3*, *Mal-A4*, *Mal-A7*, *Mal-A8*), as well as *Maltase B1* and *B2 (Mal-B1*, *Mal-B2*). This also applies to 10-day-old flies and 30-day-old flies (Fig. 3 a)). 

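The genes Mal-A1 to Mal-A8 lie between positions 8449664 and 8473961 of chromosome arm 2R, and Mal-B1 and Mal-B2 between 11847226 and 11852881 of 2L. In 10-day-old flies Mal-A1 (gene 35824) had 138 ± 62.6 FPKM in males and 6.44 ± 8.86 in females and Mal-A2 (gene 35825) had 12.4 ± 4.74 FPKM in males and 0.823 ± 0.571 in females. Mal-A3 (gene 35826) had 20.0 ± 4.80 FPKM in males and 0.781 ± 0.813 in females and Mal-A4 (gene 35827) had 26.9 ± 9.86 FPKM in males and 1.27 ± 2.01 in females. Mal-A7 (gene 35829) had 21.5 ± 8.48 FPKM in males and 0.937 ± 1.03 in females and Mal-A8 (gene 35830) had 32.7 ± 15.2 FPKM in males and 2.00 ± 2.25 in females. Mal-B1 (gene 34597) had 10.8 ± 4.06 FPKM in males and 0.867 ± 0.482 in females and Mal-B2 (gene 34598) had 44.2 ± 6.64 FPKM in males and 15.4 ± 0.638 in females. For each of the 8 genes every male library was above every female library. In limma-voom the log2 fold changes were 5.02 (standard error 1.12, adjusted p = 0.00576) for Mal-A1 and 6.85 (standard error 1.85, adjusted p = 0.0130) for Mal-A4, which had 0 counts in female replicate 3. Those of Mal-A2, Mal-A3, Mal-A7, Mal-A8 and Mal-B1 were between 3.31 and 4.76, with adjusted p from 0.000988 to 0.0126. Mal-B2 changed least, with 1.05 (standard error 0.13, adjusted p = 0.000389). With library factors set from photoreceptor, neuron and muscle genes, the alternative that moved these values most, Mal-B2 was lower in males (-1.51), and the other 7 genes stayed higher, at 0.73 to 4.36, of which only Mal-A3 passed the threshold (adjusted p = 0.0197). No call among the 8 genes depended on a single library.

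**Figure D1:**
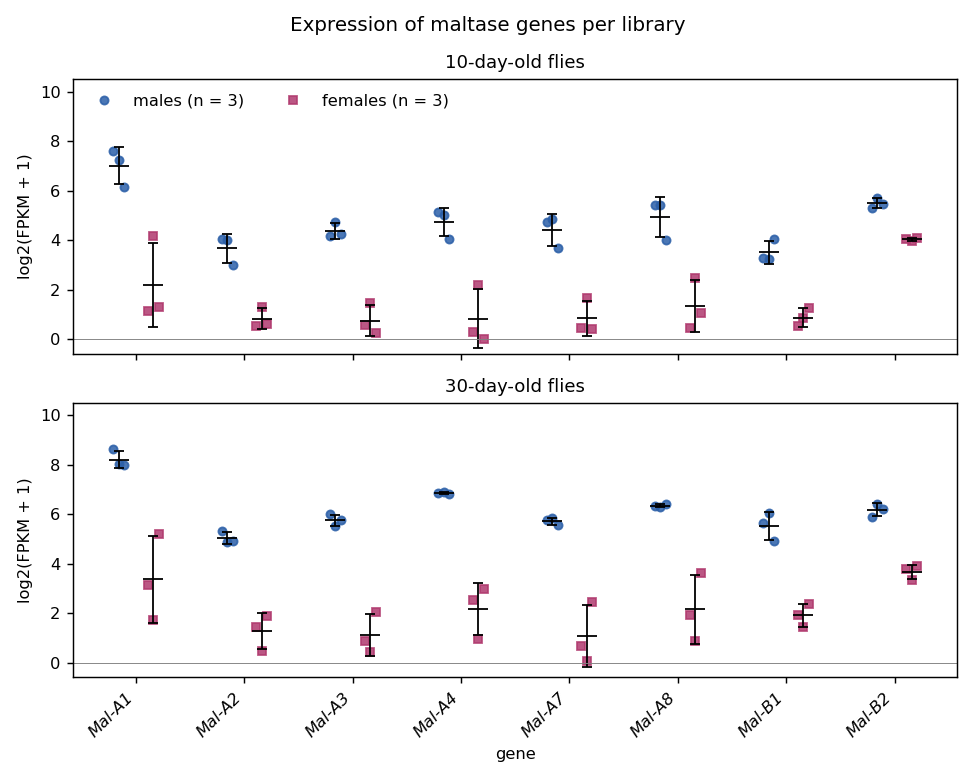
Expression of maltase genes in 10-day-old (top) and 30-day-old (bottom) flies. The y axis gives log2(FPKM + 1), blue circles are the 3 male libraries, magenta squares are the 3 female libraries and black bars are mean ± SD of the plotted values. Males lie above females for all 8 genes at both ages on the FPKM scale, which for Mal-B2 turns round with library factors from photoreceptor, neuron and muscle genes.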

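In 30-day-old flies mean FPKM in males were 301 ± 78.4 for Mal-A1, 32.1 ± 5.68 for Mal-A2, 53.6 ± 8.63 for Mal-A3 and 115 ± 2.23 for Mal-A4. They were 51.7 ± 5.42 for Mal-A7, 80.6 ± 3.71 for Mal-A8, 47.6 ± 17.5 for Mal-B1 and 72.0 ± 13.0 for Mal-B2. The corresponding values of females were 15.4 ± 18.1 for Mal-A1, 1.61 ± 1.18 for Mal-A2, 1.43 ± 1.48 for Mal-A3 and 4.23 ± 3.02 for Mal-A4, and 1.72 ± 2.44 for Mal-A7, 5.02 ± 5.61 for Mal-A8, 2.90 ± 1.26 for Mal-B1 and 11.9 ± 2.49 for Mal-B2. The largest log2 fold change in limma-voom was that of Mal-A7 with 6.27 (standard error 1.11, adjusted p = 0.00156), and the smallest that of Mal-B2 with 2.15 (standard error 0.21, adjusted p = 9.9e-05). The other 6 genes were between 3.61 and 5.38, with adjusted p up to 0.000865. Under factors from photoreceptor, neuron and muscle genes Mal-B2 was lower in males (-1.03, adjusted p = 0.0329), and Mal-A1 (1.45, adjusted p = 0.0752), Mal-A2 (1.06, adjusted p = 0.0878), Mal-A8 (1.08, adjusted p = 0.153) and Mal-B1 (0.43, adjusted p = 0.427) did not pass the threshold. A test of whether the sex difference changed between the ages gave an adjusted p of 0.0664 for Mal-B2, the smallest of the 8 genes.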

Maltases are important enzymes for the digestion of starch, hydrolyzing the disaccharide maltose into two molecules of glucose. In addition, *Hexokinase A* (*Hex-A*), *Trehalase* (*Treh*), *Trehalose-6-phosphate synthase 1* (*Tps1*), as well as *Glucose-6-phosphatase* (*G6P*) were shown to be expressed at higher levels in male flies. This is also the case for 10-day- and 30-day-old flies. However, not only genes involved in carbohydrate metabolism were expressed differentially, but also genes involved in lipid metabolism. In particular, the expression levels of the glucagon-like *Adipokinetic hormone* (*Akh*) and its receptor *Adipokinetic hormone receptor* (*AkhR*) were significantly higher expressed in males than in females, which was true for 10-day- and 30-day-old flies, while the expression level of *Hormone-sensitive lipase* (*Hsl*) was higher only in females (in 10-day- and 30-day-old flies.) 

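At 10 days Hex-A (gene 45875) had 60.8 ± 5.78 FPKM in males and 34.6 ± 1.76 in females, and Treh (gene 45368) had 66.9 ± 2.96 FPKM in males and 27.6 ± 2.98 in females. Tps1 (gene 33642) had 266 ± 34.9 FPKM in males and 54.7 ± 17.4 in females, and G6P (gene 33476) had 23.2 ± 3.29 FPKM in males and 0.455 ± 0.311 in females. The log2 fold changes in limma-voom were 0.35 (standard error 0.11, adjusted p = 0.0237) for Hex-A and 0.82 (standard error 0.12, adjusted p = 0.000842) for Treh. They were 1.86 (standard error 0.25, adjusted p = 0.000542) for Tps1 and 5.40 (standard error 0.50, adjusted p = 0.000104) for G6P. Hex-A did not pass the threshold without female replicate 1 (0.30, adjusted p = 0.0742) and female replicate 3 (0.31, adjusted p = 0.0559). That applied too under total-count factors (0.18, adjusted p = 0.116). With library factors set from photoreceptor, neuron and muscle genes, Hex-A, Treh and Tps1 were lower in males (-2.22, -1.74 and -0.71), and G6P remained higher (2.85).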

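In 30-day-old flies Hex-A had 76.4 ± 2.11 FPKM in males and 34.0 ± 3.10 in females, and Treh had 65.3 ± 2.79 and 25.4 ± 2.07. Tps1 had 500.2 ± 98.0 and 56.1 ± 28.1, and G6P 17.6 ± 0.821 and 0.0225 ± 0.0389, with 0, 0 and 4 counts of G6P in the female libraries. Log2 fold changes from limma-voom were 0.72 (standard error 0.15, adjusted p = 0.00309) for Hex-A, 0.92 (standard error 0.13, adjusted p = 0.000463) for Treh and 2.86 (standard error 0.39, adjusted p = 0.000437) for Tps1. For G6P the log2 fold change was 9.71 (standard error 0.79, adjusted p = 3.7e-05). The direction of Hex-A, Treh and Tps1 again depended on the library factors, with -2.44, -2.25 and -0.34 when these were set from photoreceptor, neuron and muscle genes.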

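Akh (gene 38495) had 4.19 ± 1.04 FPKM in males and 0.471 ± 0.449 in females at 10 days, with 90, 51 and 86 counts in the male libraries and 0, 18 and 29 in the female libraries. Its log2 fold change in limma-voom was 3.99 (standard error 1.78, adjusted p = 0.0772), and it passed the threshold without female replicate 1 (2.09, adjusted p = 0.0399), female replicate 2 (5.13, adjusted p = 0.0333) and female replicate 3 (5.43, adjusted p = 0.0253). It was the same under no filter, a mean of 10 counts, all 12 libraries in 1 fit, log2(FPKM + 1) and limma-trend (1.85 to 4.22, adjusted p from 0.000617 to 0.0257). At 30 days Akh had 3.60 ± 1.92 and 0.615 ± 0.644 FPKM, from 29, 33 and 93 counts against 34, 0 and 15, and a log2 fold change of 3.42 (standard error 1.70, adjusted p = 0.0987). It passed without female replicate 1 (5.07, adjusted p = 0.0446) and female replicate 3 (4.54, adjusted p = 0.0496). The same held under a mean of 10 counts, all 12 libraries in 1 fit and log2(FPKM + 1) (1.5 to 3.64, adjusted p from 0.0116 to 0.0461). AkhR (gene 33942) had 14.1 ± 2.65 FPKM in males and 5.15 ± 0.679 in females at 10 days, with a log2 fold change of 0.98 (standard error 0.22, adjusted p = 0.00546). At 30 days it had 5.36 ± 3.27 and 1.89 ± 0.781 FPKM, overlapping ranges, with 0.89 (standard error 0.56, adjusted p = 0.179), and passed under log2(FPKM + 1) (1.04, adjusted p = 0.0477). Factors from photoreceptor, neuron and muscle genes turned AkhR to -1.58 at 10 days and -2.31 at 30 days. For Hsl (gene 37289) males had 15.7 ± 2.87 and females 23.4 ± 2.27 FPKM at 10 days, and 17.8 ± 1.27 and 30.5 ± 4.27 at 30 days. Its log2 fold changes were -1.04 (standard error 0.14, adjusted p = 0.000638) and -1.21 (standard error 0.20, adjusted p = 0.00125), lower in males under every setting run.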

(Fig. 3 b)).

**Fig. 3:**
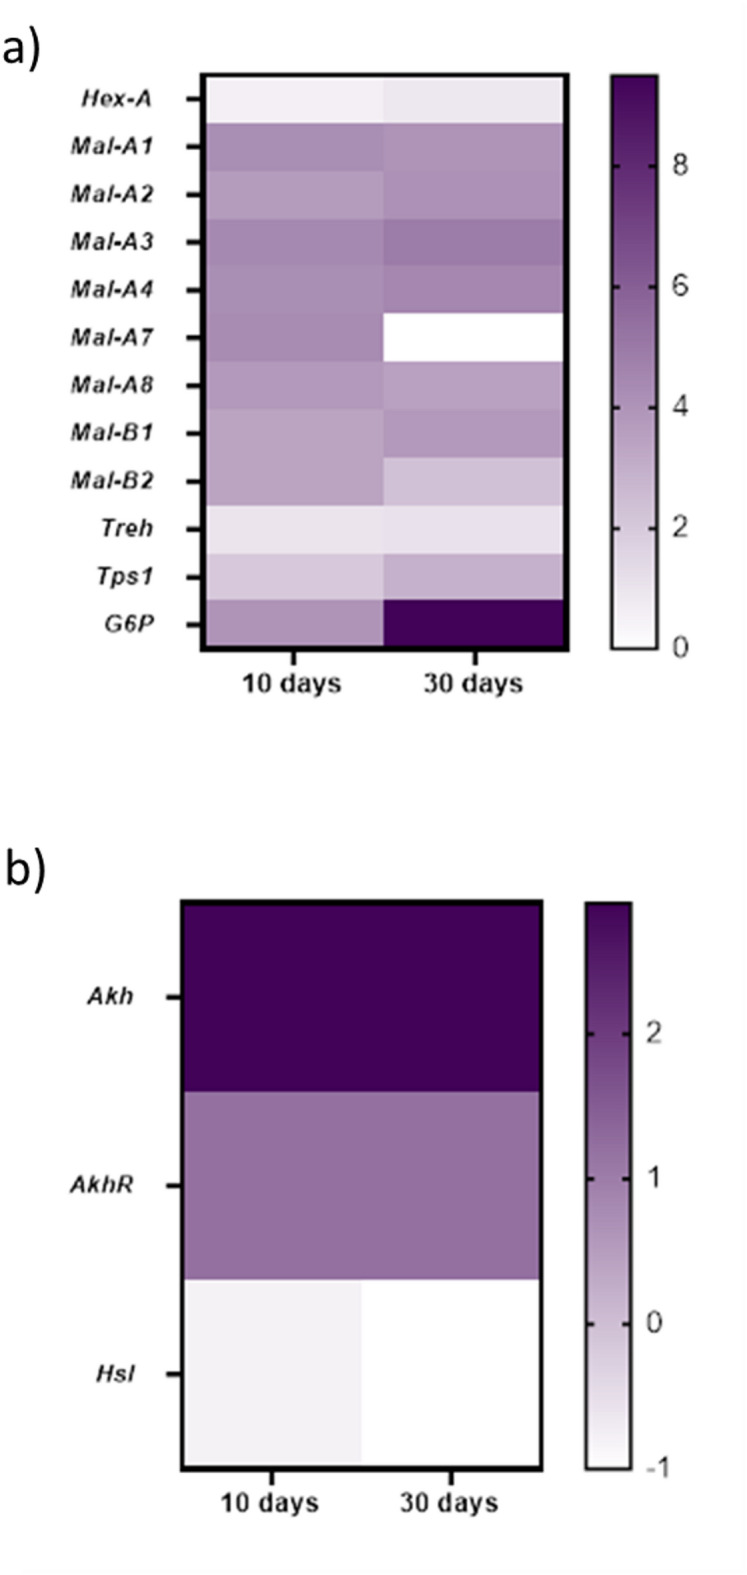
Heatmap visualizing log2 fold changes in mRNA expression levels based on FPKM values. The darker the color, the higher the mRNA expression levels in male flies compared to female flies. *Hex-A*: *Hexokinase A*; *Mal-A1/A2/A3/A4/A7/A8/B1/B2*: *Maltase* ; *A1/A2/A3/A4/A7/A8/B1/B2. Treh*: *Trehalase; Tps1*: *Trehalose-6-phosphat synthase 1*; *G6P*: *Glucose-6-phosphatase*; *Akh*: *Adipokinetic hormone*; *AkhR*: *Adipokinetic hormone receptor*; *Hsl*: *Hormone-sensitive lipase*.

To investigate whether there are sex differences in the innate immune system, the expression levels of genes that orchestrate toll signaling were compared. Figure 4 a) presents a schematic view of toll signaling in 10-day-old flies. *sphinx1/2*, *Spatzle-Processing Enzyme* (*SPE*), *Dorsal-related immunity factor* (*Dif)* and different AMPs (*Drsl5/4*, *CecA1*, *CecC* and *Metchnikowin (Mtk)*) were higher expressed in males, whereas *spatzle* (*spz*), *Toll (Tl)*, *pelle (pll)*, *tube (tub)*, *cactus* (cact) and *Drosomycin* (*Drs*) were higher expressed in females. 

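In 10-day-old flies the paralogs sphinx1 (gene 318005) and sphinx2 (gene 38833), neighbours on chromosome arm 3L, had 27.4 ± 3.46 and 54.6 ± 9.02 FPKM in males and no count in any female library. SPE (gene 42791) had 31.0 ± 2.70 FPKM in males and 5.47 ± 1.85 in females, and Dif (gene 35045) had 15.4 ± 1.36 FPKM in males and 3.40 ± 0.756 in females. In limma-voom their log2 fold changes were 2.10 (standard error 0.28, adjusted p = 0.000582) and 1.72 (standard error 0.15, adjusted p = 8.5e-05), and both turned negative with library factors set from photoreceptor, neuron and muscle genes (-0.50 and -0.82). Drsl5 (gene 38409) had 29.7 ± 6.07 FPKM in males and 2.92 ± 1.83 in females, a log2 fold change of 3.00 (standard error 0.48, adjusted p = 0.00133) that missed the threshold under factors from photoreceptor, neuron and muscle genes (0.45, adjusted p = 0.472). Mtk (gene 36708) had 4.82 ± 1.86 FPKM in males and 0.582 ± 0.510 in females, from 51, 22 and 59 counts against 6, 5 and 19, a log2 fold change of 2.75 (standard error 0.69, adjusted p = 0.00955) that was not kept without male replicate 1 (2.60, adjusted p = 0.0614), male replicate 3 (2.60, adjusted p = 0.0585), female replicate 1 (2.42, adjusted p = 0.0967) and female replicate 2 (2.59, adjusted p = 0.0564). This was also so under all 12 libraries in 1 fit and factors from photoreceptor, neuron and muscle genes (0.18 to 2.87, adjusted p from 0.0737 to 0.834). Toward females, spz (gene 43256) had 6.57 ± 2.21 FPKM in males and 53.2 ± 3.11 in females, Tl (gene 43222) had 9.27 ± 1.28 FPKM in males and 55.1 ± 0.480 in females, and pll (gene 43283) had 9.95 ± 2.27 FPKM in males and 19.0 ± 3.11 in females. tub (gene 40554) had 12.8 ± 2.39 FPKM in males and 53.3 ± 3.34 in females, cact (gene 34969) had 43.2 ± 1.94 FPKM in males and 119 ± 5.75 in females, and Drs (gene 38419) had 87.8 ± 2.68 FPKM in males and 486 ± 59.9 in females. Log2 fold changes were -3.51 (standard error 0.24, adjusted p = 2.6e-05) for spz, -3.04 (standard error 0.14, adjusted p = 5.3e-06) for Tl and -1.38 (standard error 0.22, adjusted p = 0.00137) for pll. They were -2.54 (standard error 0.18, adjusted p = 3.3e-05) for tub, -1.93 (standard error 0.074, adjusted p = 2.0e-06) for cact and -2.93 (standard error 0.15, adjusted p = 6.8e-06) for Drs. These 6 genes were lower in males under every setting run and with each library left out. For dl (gene 35047) the log2 fold change was -0.72 (standard error 0.12, adjusted p = 0.00161), with overlapping FPKM in males and females. It was not past the threshold under log2(FPKM + 1) (-0.24, adjusted p = 0.156). For Myd88 (gene 35956) the log2 fold change was 0.027 (standard error 0.12, adjusted p = 0.836). Myd88 was lower in males with factors from photoreceptor, neuron and muscle genes (-2.52, adjusted p = 2.4e-05). It was higher in males under log2(FPKM + 1) (0.47, adjusted p = 0.0120).

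**Figure D2:**
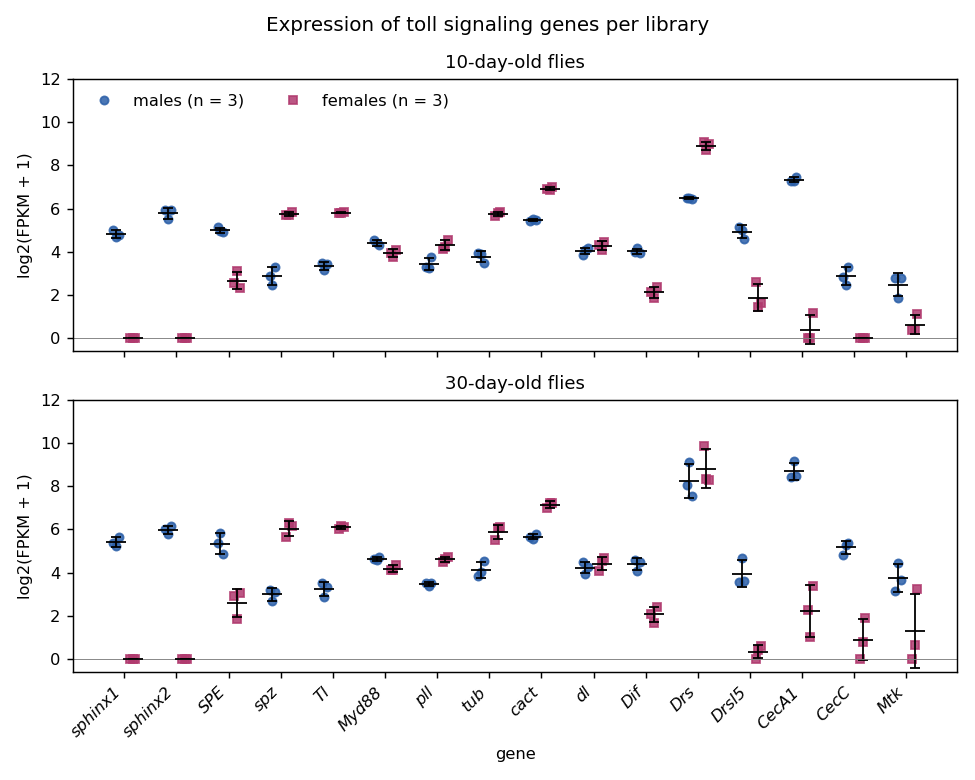
Expression of toll signaling genes in 10-day-old (top) and 30-day-old (bottom) flies. The y axis gives log2(FPKM + 1), blue circles are the 3 male libraries, magenta squares are the 3 female libraries and black bars are mean ± SD of the plotted values. Tl, spz, pll, tub and cact lie higher in females at both ages, and SPE and Dif lie higher in males on this scale. With library factors from photoreceptor, neuron and muscle genes Dif was lower in males and SPE was not past the threshold.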

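In 30-day-old flies spz had 7.02 ± 1.5 FPKM in males and 65.6 ± 14.5 in females, Tl 8.59 ± 2.13 and 67.1 ± 3.77, pll 10.1 ± 0.603 and 23.4 ± 2.14. tub had 17.0 ± 4.89 and 59.5 ± 12.6 and cact 49.8 ± 4.13 and 141 ± 14.5. Their log2 fold changes in limma-voom were -3.61 (standard error 0.39, adjusted p = 0.000141) for spz, -3.38 (standard error 0.22, adjusted p = 1.2e-05) for Tl and -1.95 (standard error 0.17, adjusted p = 5.4e-05) for cact, with -1.65 and -2.26 for pll and tub (adjusted p = 0.000485 and 0.000554). sphinx1 and sphinx2 had 41.9 ± 6.44 and 62.4 ± 8.14 FPKM in males and no count in females. SPE had 40.9 ± 13.8 and 5.43 ± 2.51 FPKM and Dif 20.2 ± 4.00 and 3.25 ± 1.02, with log2 fold changes of 2.55 (standard error 0.46, adjusted p = 0.00167) and 2.28 (standard error 0.27, adjusted p = 0.000241). With library factors from photoreceptor, neuron and muscle genes these were -0.65 and -0.95. Drs had 334 ± 189 and 516 ± 347 FPKM, overlapping ranges, and a log2 fold change of -1.09 (standard error 0.51, adjusted p = 0.0855). It passed the threshold without female replicate 2 (-1.32, adjusted p = 0.0209) and female replicate 3 (-1.35, adjusted p = 0.0253). The call changed as well under total-count factors, all 12 libraries in 1 fit and factors from photoreceptor, neuron and muscle genes (-4.21 to -1.06, adjusted p from 0.000123 to 0.0422). Mtk had 13.3 ± 6.51 and 3.04 ± 4.78 FPKM and 3.95 (standard error 1.86, adjusted p = 0.0842), with 0, 11 and 114 counts in the female libraries, and it passed without female replicate 3 (log2 fold change 5.67, adjusted p = 0.0165). It was likewise so under no filter, a mean of 10 counts, all 12 libraries in 1 fit and log2(FPKM + 1) (2.44 to 3.93, adjusted p from 0.0126 to 0.0396). dl had -0.63 (standard error 0.24, adjusted p = 0.0465), a call that was lost without male replicate 1 (-0.76, adjusted p = 0.0631), male replicate 2 (-0.50, adjusted p = 0.149), male replicate 3 (-0.65, adjusted p = 0.114), female replicate 2 (-0.59, adjusted p = 0.0789) and female replicate 3 (-0.51, adjusted p = 0.109). That applied too under RLE factors, upper quartile factors, the replicate block and log2(FPKM + 1) (-0.63 to -0.19, adjusted p from 0.0784 to 0.425). The test of a change of the sex difference between 10 and 30 days gave an adjusted p of 0.200 for Drs.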

In 30-day-old flies, the sex specific differences seemed to be similar, except that in 30-day- old female flies *Drs* and *Mtk* are not higher expressed than in 30-day-old male flies (Fig. 4 b)).

**Fig. 4:**
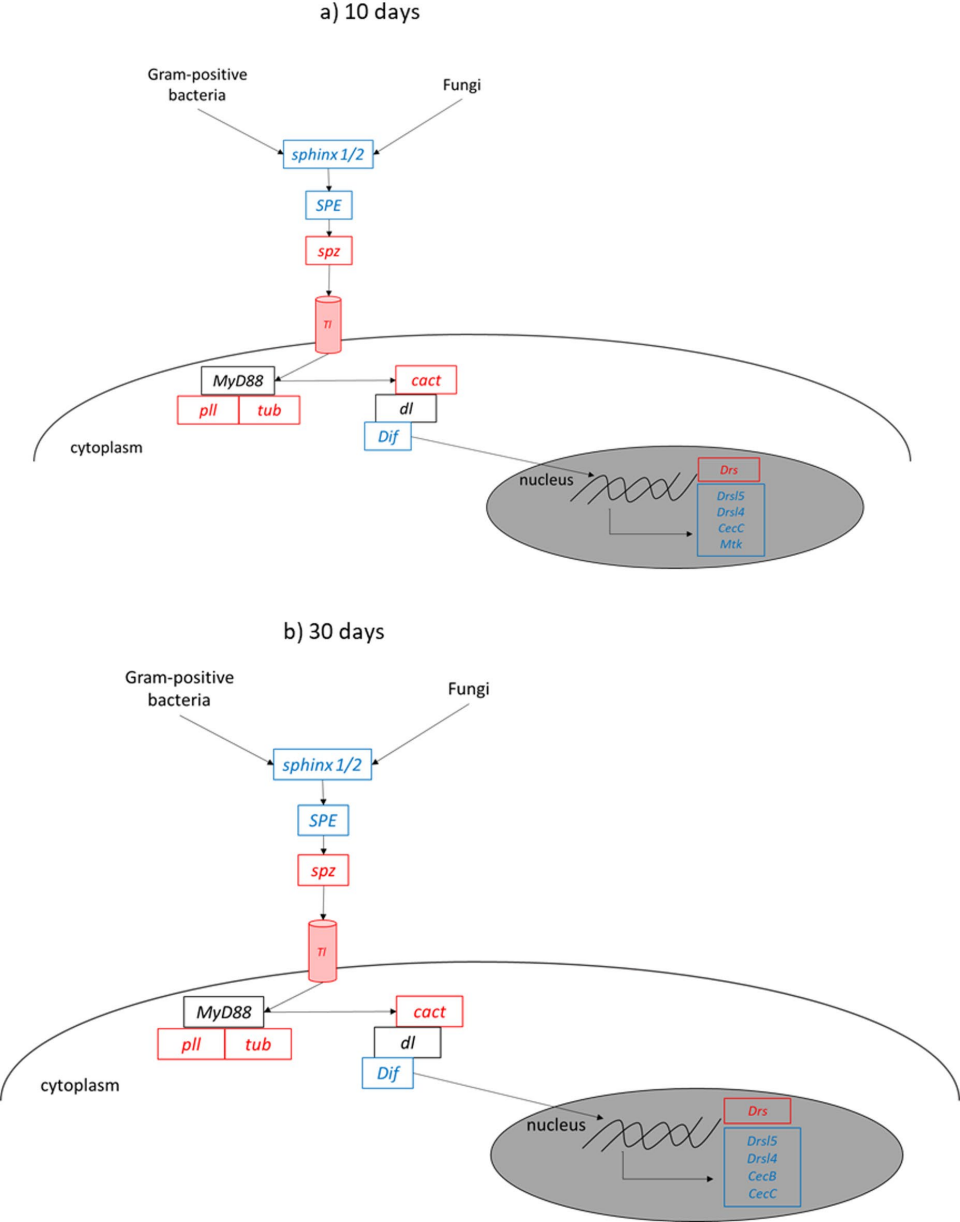
Schematic view of differentially expressed genes of toll signaling associated proteins in 10-day-old (**a**)) and 30-day-old (**b**)) flies. Genes highly expressed in female flies are depicted in red, genes highly expressed in male flies are depicted in blue, genes that do not show different expression are depicted in black. *SPE*: *Spatzle-Processing Enzyme*; *spz*: *spatzle*; *Tl*: *Toll* ;, *pll*: *pelle*, *tub*: *tube*, *cact*: *cactus*, *d*l: *dorsal*; *Dif*: *Dorsal-related immunity factor*; *Drs*: *Drosomycin*; *Drsl5/4*: *Drosomycin-like 5/4*, *CecC*: *CecropinC*; *Mtk: Metchnikowin*.

In addition to toll signaling, Imd signaling is the second key regulator of immunity in *D. melanogaster*. Therefore, the expression levels of different proteins involved in this pathway were analyzed. 

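In 10-day-old flies PGRP-LC (gene 39063) had 19.3 ± 1.88 FPKM in males and 2.54 ± 1.24 in females, Fadd (gene 42594) had 8.96 ± 3.10 FPKM in males and 25.2 ± 1.16 in females, and Tak1 (gene 39659) had 14.4 ± 1.83 FPKM in males and 24.5 ± 2.39 in females. The log2 fold changes from limma-voom were 2.61 (standard error 0.32, adjusted p = 0.000368) for PGRP-LC, -2.01 (standard error 0.30, adjusted p = 0.000874) for Fadd and -1.24 (standard error 0.12, adjusted p = 0.000128) for Tak1. imd (gene 44339) had 12.8 ± 2.04 FPKM in males and 2.95 ± 1.63 in females, and pirk (gene 37468) had 17.1 ± 1.23 FPKM in males and 1.71 ± 1.45 in females, with log2 fold changes of 1.81 (standard error 0.41, adjusted p = 0.00618) and 3.30 (standard error 0.59, adjusted p = 0.00216). Dredd (gene 31011) had 0.30 (standard error 0.18, adjusted p = 0.169), and passed the threshold under RLE factors, upper quartile factors and log2(FPKM + 1) (0.50 to 0.71, adjusted p from 0.00209 to 0.0297). With library factors set from photoreceptor, neuron and muscle genes, imd (-0.82, adjusted p = 0.0671), Dredd (-2.27, adjusted p = 1.7e-05) and PGRP-LC (-0.022, adjusted p = 0.949) turned negative and pirk stayed positive (0.67, adjusted p = 0.314). Fadd and Tak1 were lower in males under every setting run.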

In 10-day-old flies, the *PGN-recognition protein LC* (*PGRP-LC*), *Fas-associated death domain* (*Fadd*) and *TGFβ-activated kinase* (*Tak1*) were higher expressed in female flies compared to male flies (Fig. 5 a)), while in male flies *imd*, its inhibitor *poor Imd response upon knock-in* (*pirk*) and the AMP *CecA1* were higher expressed than in female flies. 

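In 30-day-old flies PGRP-LC had 28.1 ± 5.27 FPKM in males and 3.00 ± 1.60 in females, a log2 fold change of 3.07 (standard error 0.43, adjusted p = 0.000509) in limma-voom. Fadd had 11.0 ± 1.46 and 26.3 ± 5.43 and Tak1 15.2 ± 2.20 and 26.4 ± 1.49, with -1.70 (standard error 0.29, adjusted p = 0.00125) and -1.22 (standard error 0.17, adjusted p = 0.000495). imd had 15.8 ± 4.00 and 3.60 ± 1.69 and pirk 22.1 ± 0.345 and 2.60 ± 1.96, with 1.66 (standard error 0.45, adjusted p = 0.0115) and 3.41 (standard error 0.73, adjusted p = 0.00385). CecA1 had 421 ± 125 FPKM in males and 4.73 ± 4.29 in females and a log2 fold change of 6.49 (standard error 0.73, adjusted p = 0.000173). With factors from photoreceptor, neuron and muscle genes PGRP-LC (-0.22), imd (-1.40) and pirk (0.023) did not pass the threshold (adjusted p = 0.629, 0.0670 and 0.975). Dredd had 0.35 (standard error 0.28, adjusted p = 0.275), and passed the threshold under upper quartile factors and log2(FPKM + 1) (0.70 to 0.75, adjusted p from 0.0187 to 0.0497), while factors from photoreceptor, neuron and muscle genes gave -2.83.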

In 30-day- old flies, the sex-specific differences in the gene expression levels were similar to those in 10-day-old flies. In addition, the gene expression level of the NF-κB transcription factor *Relish* (*Rel*) was higher in male flies compared to female flies (Fig. 5 b)).

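Rel (gene 41087) lies on chromosome arm 3R. At 30 days it had 87.0 ± 16.3 FPKM in males and 26.4 ± 3.83 in females, a log2 fold change of 1.28 (standard error 0.18, adjusted p = 0.000574) in limma-voom. At 10 days it had 55.7 ± 1.82 and 24.9 ± 3.97 FPKM, with 0.71 (standard error 0.16, adjusted p = 0.00555), which is below the paper's minimum of 1 for the absolute log2 fold change. The test of a change of the sex difference between the ages gave an adjusted p of 0.268. The direction at both ages depended on the library factors: with those from photoreceptor, neuron and muscle genes Rel had -1.86 at 10 days and -1.89 at 30 days.

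**Figure D3:**
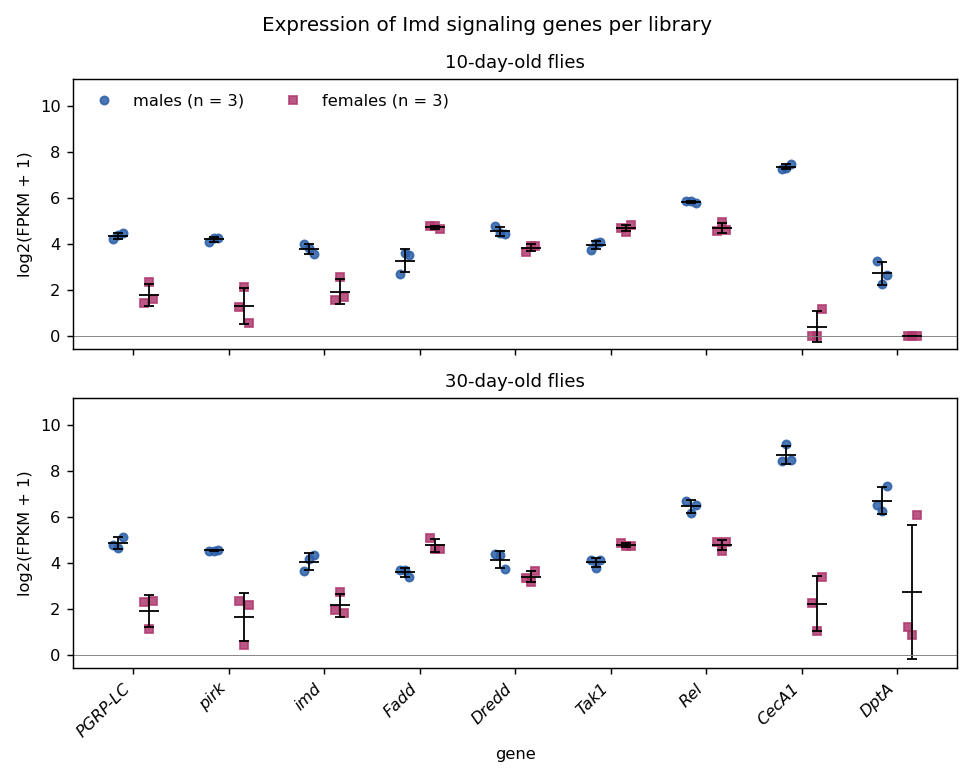
Expression of Imd pathway genes in 10-day-old (top) and 30-day-old (bottom) flies. The y axis gives log2(FPKM + 1), blue circles are the 3 male libraries, magenta squares are the 3 female libraries and black bars are mean ± SD of the plotted values. Fadd and Tak1 lie higher in females, and PGRP-LC, imd and Rel lie higher in males on this scale but not with library factors from photoreceptor, neuron and muscle genes.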

**Fig. 5:**
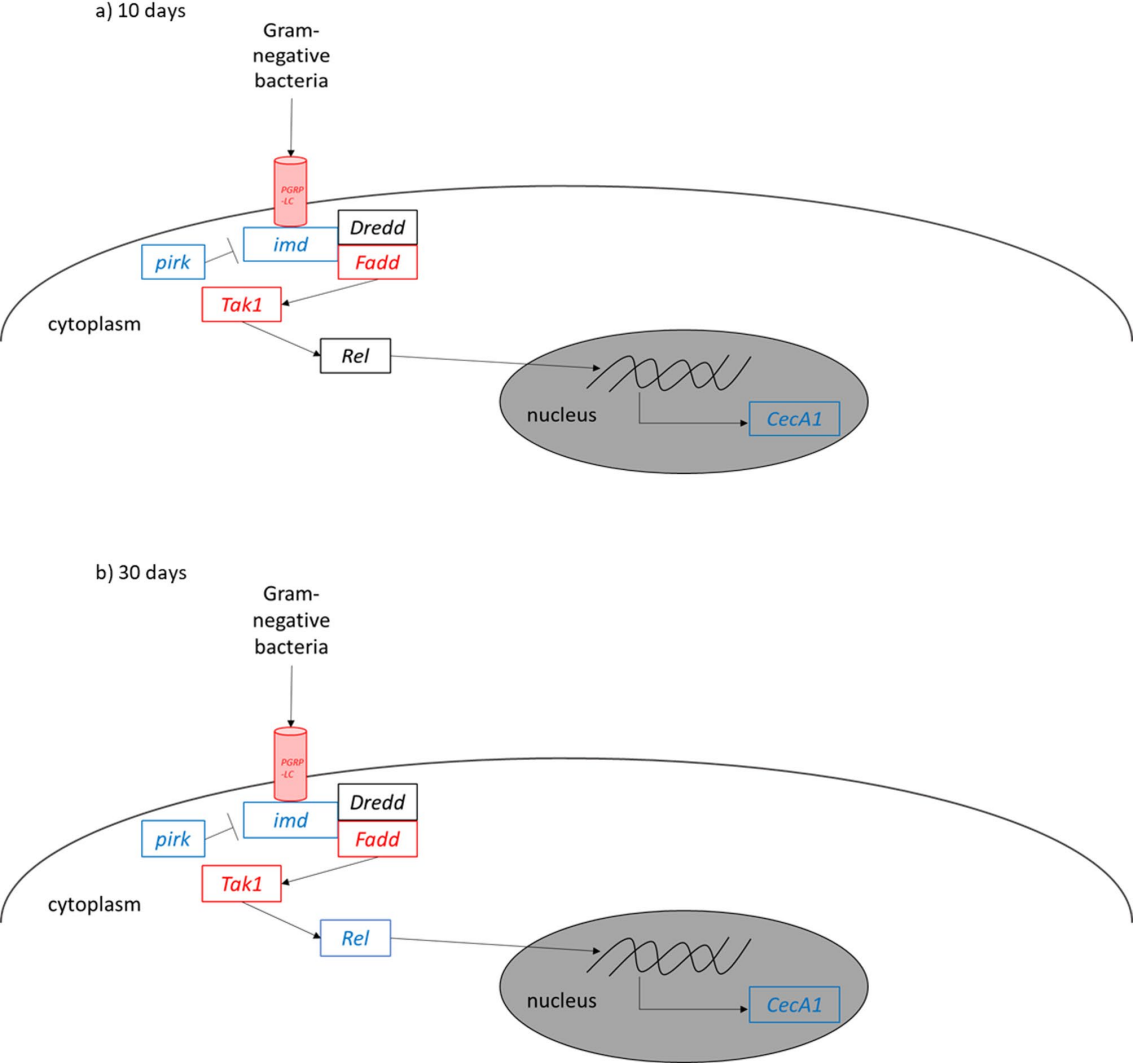
Schematic view of differentially expressed genes of the Imd pathway in 10-day-old (**a**)) and 30-day-old (**b**)) flies. Genes highly expressed in females are depicted in red, genes highly expressed in males are depicted in blue, genes that do not show different expression are depicted in black. *PGRP-LC*: *PGN-recognition protein LC*; *pirk: poor Imd response upon knock-in; imd*: *immune deficiency*; *Dredd*: *Death-related ced-3*; *Fadd*: *Fas-associated death domain*; *Tak1*: *TGFβ-activated kinase*; *Rel*: *Relish*; *CecA1*: *CecropinA1*.

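Of the genes between the insulin receptor and its targets, Akt (gene 41957) had 22.1 ± 1.34 FPKM in males and 31.4 ± 2.20 in females at 10 days, and Pi3K92E (gene 42446) had 15.4 ± 2.67 FPKM in males and 23.3 ± 1.04 in females. Their log2 fold changes in limma-voom were -0.97 (standard error 0.10, adjusted p = 0.000171) and -1.07 (standard error 0.13, adjusted p = 0.000356) at 10 days. At 30 days these were -0.85 (standard error 0.24, adjusted p = 0.0136) and -0.81 (standard error 0.25, adjusted p = 0.0188), with overlapping FPKM. At that age Akt did not pass the threshold without male replicate 1 (-0.79, adjusted p = 0.0600) and male replicate 2 (-0.78, adjusted p = 0.0591), and under upper quartile factors and log2(FPKM + 1) (-0.51 to -0.39, adjusted p from 0.0620 to 0.10), and Pi3K92E without male replicate 2 (log2 fold change -0.65, adjusted p = 0.0662). It was the same under upper quartile factors and log2(FPKM + 1) (-0.47 to -0.38, adjusted p from 0.102 to 0.143). Pdk1 (gene 38017) had 43.1 ± 7.91 FPKM in males and 29.4 ± 2.22 in females at 10 days, with 0.070 (standard error 0.12, adjusted p = 0.618), and 36.4 ± 2.11 and 35.9 ± 2.77 at 30 days, with -0.43 (standard error 0.15, adjusted p = 0.0326). The call at 30 days was lost without male replicate 1 (-0.38, adjusted p = 0.114), male replicate 2 (-0.45, adjusted p = 0.0675), male replicate 3 (-0.46, adjusted p = 0.0752), female replicate 2 (-0.41, adjusted p = 0.0901) and female replicate 3 (-0.40, adjusted p = 0.0927). The same held under RLE factors, upper quartile factors and the replicate block (-0.43 to -0.094, adjusted p from 0.0591 to 0.516). For chico (gene 64880) the log2 fold changes were -0.027 (standard error 0.24, adjusted p = 0.921) and 0.40 (standard error 0.20, adjusted p = 0.0961) at 10 and 30 days, and for foxo (gene 41709) -0.090 (standard error 0.11, adjusted p = 0.460) and 0.34 (standard error 0.17, adjusted p = 0.102). At 30 days chico passed the threshold as higher in males under RLE factors, upper quartile factors and log2(FPKM + 1) (0.60 to 0.76, adjusted p from 0.00713 to 0.0266), and foxo under RLE factors, upper quartile factors, all 12 libraries in 1 fit and log2(FPKM + 1) (0.39 to 0.76, adjusted p from 0.00257 to 0.0235). Both genes were lower in males at 30 days with factors from photoreceptor, neuron and muscle genes (-2.80 and -2.83), and foxo was higher at 10 days on the log2(FPKM + 1) scale (0.36). With the factors from photoreceptor, neuron and muscle genes chico, foxo and Pdk1 were lower in males at 10 days as well (-2.61, -2.65 and -2.49), and Pdk1 was higher at that age under log2(FPKM + 1) (0.52, adjusted p = 0.0122). Pdk1 at 30 days had 0.021 on the log2(FPKM + 1) scale.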

Figure 6 represents schematic views of insulin signaling of 10-day-old and 30-day-old flies *D. melanogaster*. At both ages, different *Insulin-like peptides* (*Ilp2*,* 3* and *5*), *phosphoenolpyruvate carboxy kinase* 2 (*Pepck2*), and *G6P* were higher expressed in male flies. 

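At 10 days Ilp2 (gene 39150) had 85.9 ± 8.65 FPKM in males and 8.71 ± 2.86 in females, Ilp3 (gene 39151) had 10.3 ± 1.74 FPKM in males and 1.94 ± 0.485 in females, and Ilp5 (gene 2768992) had 7.56 ± 4.01 FPKM in males and 0.599 ± 0.556 in females. The log2 fold changes in limma-voom were 2.90 (standard error 0.28, adjusted p = 0.000136) for Ilp2, 1.98 (standard error 0.39, adjusted p = 0.00323) for Ilp3 and 4.40 (standard error 1.75, adjusted p = 0.0549) for Ilp5, which had 26, 34 and 0 counts in the female libraries. Ilp5 passed the threshold without female replicate 1 (5.24, adjusted p = 0.0332), female replicate 2 (5.34, adjusted p = 0.0448) and female replicate 3 (2.50, adjusted p = 0.0127). This was also so under RLE factors, upper quartile factors, no filter, a mean of 10 counts, the replicate block, all 12 libraries in 1 fit, log2(FPKM + 1) and limma-trend (2.39 to 4.64, adjusted p from 0.000754 to 0.0433). At 30 days Ilp2 had 119 ± 12.8 FPKM in males and 2.77 ± 1.28 in females, Ilp3 10.9 ± 2.49 and 0.876 ± 0.633, and Ilp5 11.1 ± 3.76 and 0.233 ± 0.368. Log2 fold changes were 5.13 (standard error 0.43, adjusted p = 4.1e-05), 3.42 (standard error 0.57, adjusted p = 0.00114) and 6.44 (standard error 1.28, adjusted p = 0.00271). Pepck2 (gene 37130) had 11.2 ± 2.24 FPKM in males and 2.07 ± 0.973 in females at 10 days and 17.8 ± 1.91 and 4.86 ± 2.28 at 30 days, with log2 fold changes of 2.09 (standard error 0.37, adjusted p = 0.00199) and 1.57 (standard error 0.33, adjusted p = 0.00335). With library factors set from photoreceptor, neuron and muscle genes, Ilp2 at 10 days (0.30, adjusted p = 0.305), Ilp3 at 10 days (-0.60, adjusted p = 0.194) and 30 days (0.22, adjusted p = 0.730) and Pepck2 at 10 days (-0.53, adjusted p = 0.138) did not pass the threshold. Pepck2 at 30 days was lower in males (-1.64, adjusted p = 0.00288). In the test of a change of the sex difference between the ages, Ilp2 had the smallest adjusted p of these genes and G6P (0.0817 and 0.144), for changes of 2.28 and 4.26 on the log2 scale, and neither passed the threshold.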

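Of the other insulin-like peptide genes, Ilp6 (gene 31220) had 6.44 ± 0.824 FPKM in males and 3.84 ± 0.631 in females at 10 days, and 7.25 ± 0.381 and 3.12 ± 1.28 at 30 days. Its log2 fold changes in limma-voom were 0.29 (standard error 0.21, adjusted p = 0.238) and 0.93 (standard error 0.38, adjusted p = 0.0546), of which the latter passed without female replicate 1 (1.09, adjusted p = 0.0445) and female replicate 3 (1.13, adjusted p = 0.0423). The call changed as well under RLE factors, upper quartile factors, a mean of 10 counts, all 12 libraries in 1 fit and log2(FPKM + 1) (0.93 to 1.31, adjusted p from 0.00857 to 0.0458). The former passed under log2(FPKM + 1) (0.62, adjusted p = 0.00842). Both turned negative with factors from photoreceptor, neuron and muscle genes (-2.26 and -2.32). Ilp8 (gene 39909) was lower in males, with -1.18 (standard error 0.36, adjusted p = 0.0206) and -1.24 (standard error 0.58, adjusted p = 0.0857). It missed the threshold at 10 days without male replicate 2 (-0.95, adjusted p = 0.0593) and male replicate 3 (-1.13, adjusted p = 0.0558), and passed it at 30 days without female replicate 2 (log2 fold change -1.71, adjusted p = 0.00727). It was likewise so under factors from photoreceptor, neuron and muscle genes and limma-trend (-4.50 to -1.29, adjusted p from 4.9e-05 to 0.0450). Ilp4 (gene 39152), with at most 58 counts in a library, had 4.95 (standard error 2.01, adjusted p = 0.0588) at 10 days and 4.33 (standard error 1.5, adjusted p = 0.0305) at 30 days. It passed at 10 days without female replicate 2 (log2 fold change 7.03, adjusted p = 0.0139), and under RLE factors, upper quartile factors, no filter, a mean of 10 counts, the replicate block, all 12 libraries in 1 fit, log2(FPKM + 1) and limma-trend (1.14 to 5.16, adjusted p from 0.00685 to 0.0485), and missed the threshold at 30 days without male replicate 1 (4.61, adjusted p = 0.163), male replicate 2 (4.46, adjusted p = 0.224), male replicate 3 (3.77, adjusted p = 0.228), female replicate 2 (3.30, adjusted p = 0.174) and female replicate 3 (3.92, adjusted p = 0.0884). That applied too under factors from photoreceptor, neuron and muscle genes (1.16, adjusted p = 0.421). Ilp7 (gene 31328) was below the filter of the fit at 10 days. At 30 days it had 5.47 (standard error 1.16, adjusted p = 0.00369), which was not kept without male replicate 2 (5.43, adjusted p = 0.0657) and male replicate 3 (5.31, adjusted p = 0.0546). It was the same under factors from photoreceptor, neuron and muscle genes (2.26, adjusted p = 0.0944). Ilp1 was below the filter of the fit at either age.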

The expression levels of *Insulin-like receptor* (*InR*) and *brummer* (*bmm*) were not significantly different.

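InR (gene 42549) had 5.12 ± 0.759 FPKM in males and 4.62 ± 0.705 in females at 10 days, with a log2 fold change of -0.32 (standard error 0.14, adjusted p = 0.0706) in limma-voom. It passed the threshold without female replicate 2 (log2 fold change -0.40, adjusted p = 0.0435). The same held under total-count factors and factors from photoreceptor, neuron and muscle genes (-2.87 to -0.49, adjusted p from 2.2e-05 to 0.0376). At 30 days InR had 5.76 ± 1.83 and 5.32 ± 0.920 FPKM and -0.32 (standard error 0.28, adjusted p = 0.316), and passed the threshold under factors from photoreceptor, neuron and muscle genes (-3.52, adjusted p = 0.000103). For bmm (gene 39611) males had 32.3 ± 7.56 and females 37.6 ± 1.96 FPKM at 10 days, overlapping ranges, with a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.00603). On the log2(FPKM + 1) scale the value of bmm at 10 days was -0.24 (adjusted p = 0.230). At 30 days bmm had 73.4 ± 14.8 and 45.7 ± 2.25 FPKM and 0.21 (standard error 0.19, adjusted p = 0.339). It was higher in males under upper quartile factors and log2(FPKM + 1) (0.54 to 0.65, adjusted p from 0.0104 to 0.0300), and it was lower in males with factors from photoreceptor, neuron and muscle genes (-2.96). The test of a change of the sex difference of bmm between the ages gave an adjusted p of 0.115.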

**Fig. 6:**
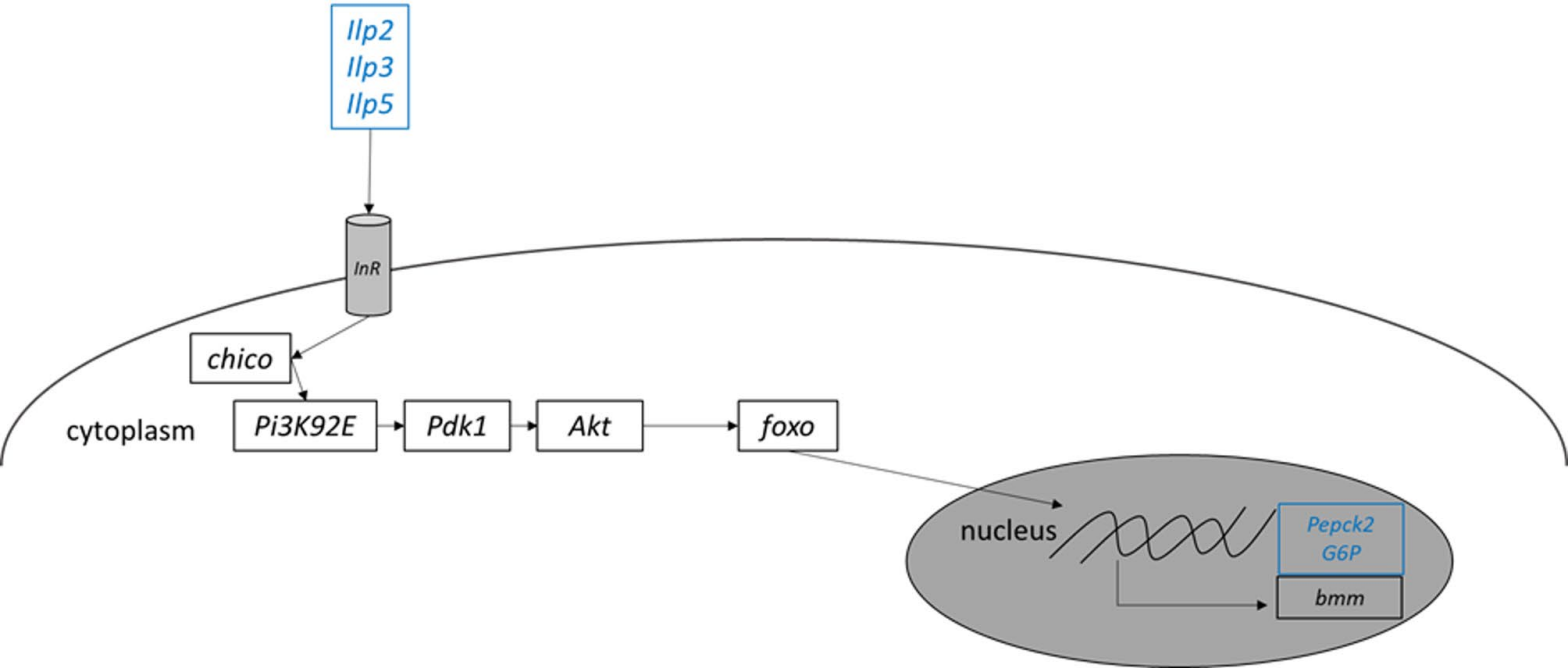
Schematic view of differences in gene expression of insulin signaling in 10-day-old and 30-day-old flies. Genes that are highly expressed in females are depicted in red, genes that are highly expressed in males are depicted in blue, genes that show no different expression are depicted in black. *Ilp2/3/5*: *Insulin-like peptide 2/3/5*; *InR*: *Insulin-like receptor*; *Pi3K92E*: *phosphoinositid-3-kinase 92E*; *Pdk1: Phosphoinositide-dependent kinase 1*; *Akt*: *Akt kinase;* foxo: *forkhead box*,* sub-group O* ,*Pepck2*: *Phosphoenolpyruvate carboxy kinase 2*; *G6P*: *Flucose-6-Phosphatase*; *bmm*: *brummer.*

In order to analyze, if differences in gene expression result in physiological differences, we measured the triglyceride content of the whole fly body, as well as the food intake of the flies. As depicted in Fig. 7 a) the relative triglyceride content was significantly higher in females compared to males, which is true for 10-day and 30-day-old flies. The food intake also differed between both sexes: female flies had a significantly higher food intake than male flies while there was no difference between 10-day and 30-day-old flies (Fig. 7 b)).

**Fig. 7:**
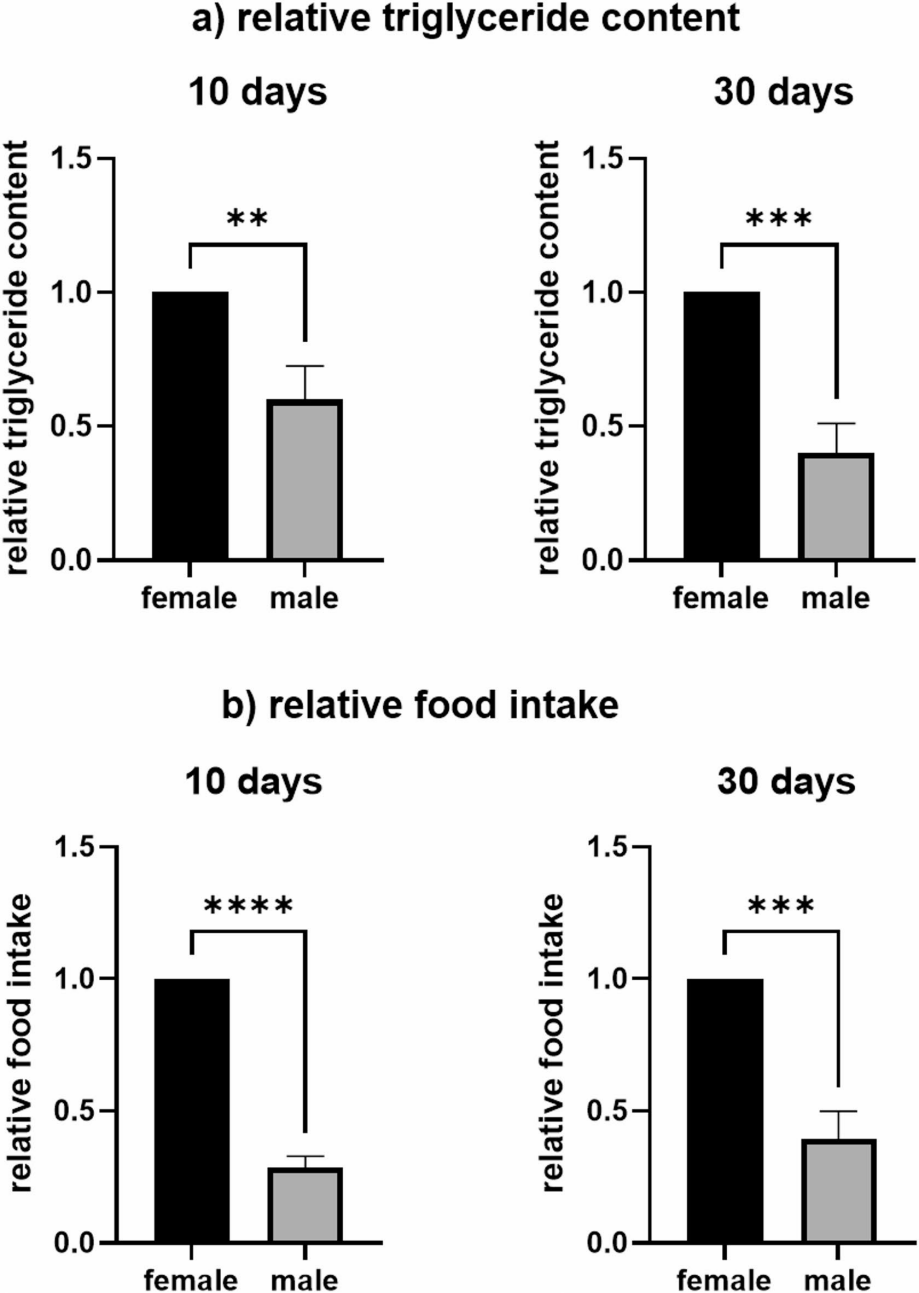
Relative triglyceride content of the whole body (**a**) of 10-day and 30-day-old female and male flies, relative food intake (**b**) of 10-day and 30-day-old female and male flies. *n* = 3. Unpaired t-test, ** *p* ≤ 0.01; ***p ≤ 0.001.

To test if the observed differences in male and female flies in the expression levels of immunity related genes are also physiologically relevant, we infected flies with *Leuconostoc pseudomesenteroides* (LP) and monitored the survival rates. Compared to male flies, female flies had a significantly shorter lifespan when exposed to the pathogen (Fig. 8).

**Fig. 8:**
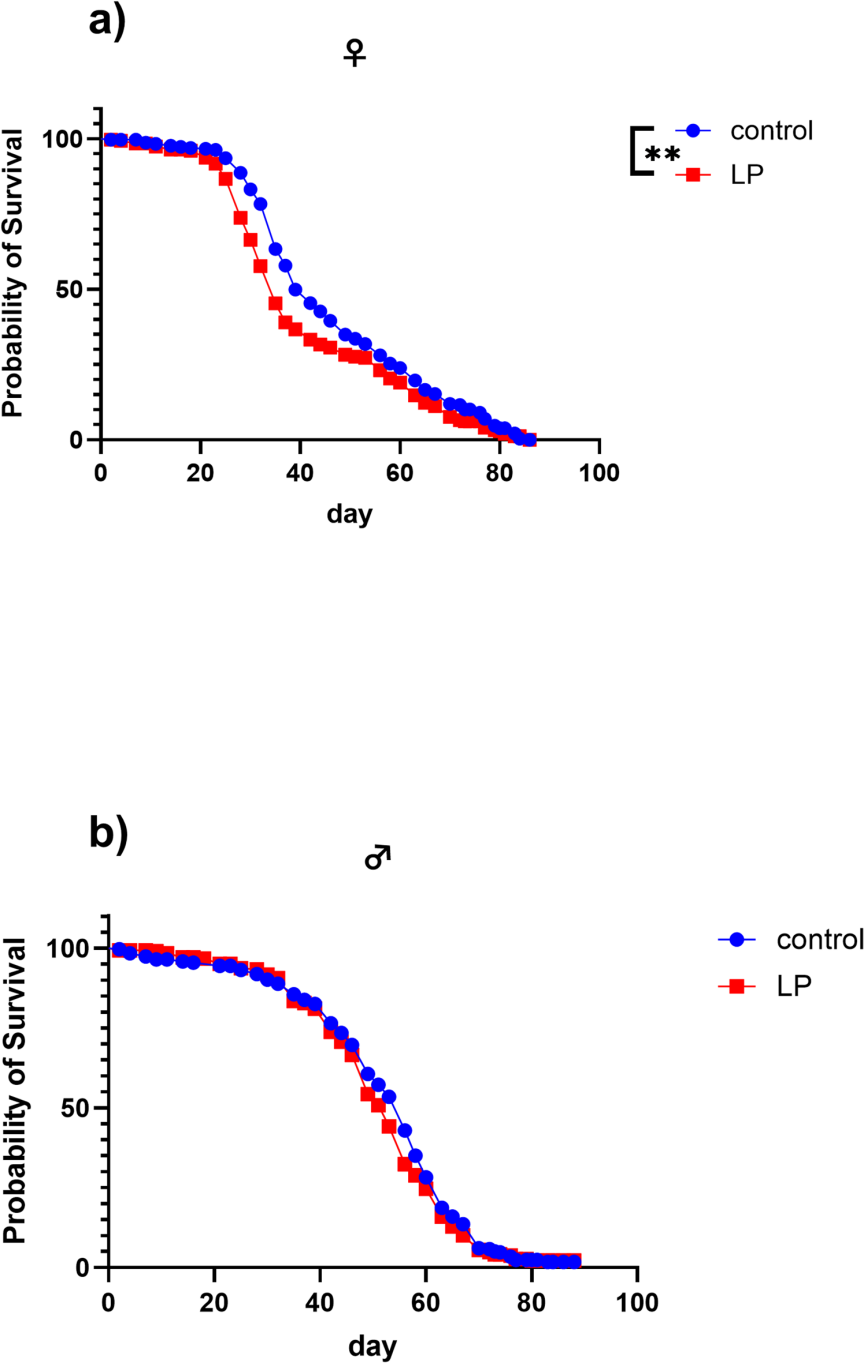
Survival curves of uninfected (control) and with *Leuconostoc pseudomesenteroides* (LP) infected female (**a**) and male (**b**) flies. Survival curves were compared with a Kaplan–Meier approach tested for significant differences by applying a log-rank test. n=4. ** *p* ≤ 0.01.

## Discussion

The immune system of *D. melanogaster* is similar to the human immune system in its cellular and humoral components but lacks an adaptive immune system. Following pathogenic infection several effective innate immune responses are activated resulting in the expression of AMPs such as Diptericins, Metchnikowin, Defensins, Cecropins, Drosocins and Attacins^24^. The expression of these peptides is controlled by the homologs of NF-κB transcription factors, activated by toll and Imd signaling^25^. Toll signaling plays a crucial role in the immunity of both *D. melanogaster* and humans. In *D. melanogaster*, gram-positive bacteria and fungi activate toll signaling, which results in the production of AMPs (compare Fig. 4). Detailed description of toll signaling is reviewed for example in^26,27^. The present study revealed sex-specific differences in toll signaling. 

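With each of the 6 libraries of an age left out in turn, the log2 fold change of SPE stayed between 1.87 and 2.38 at 10 days and between 2.03 and 2.82 at 30 days in limma-voom. That of Dif stayed between 1.62 and 1.84 and between 1.98 and 2.49. For sphinx1 these limits were 11.14 and 11.40, and 11.45 and 11.74, with the female libraries at 0 counts throughout, so that their size depends on the fit. Of the AMPs, Drsl5 stayed between 2.72 and 3.48 and between 4.53 and 6.49, and CecA1 between 9.38 and 12.41 and between 5.63 and 7.28.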

The *spz* activator *SPE* and the upstream *sphingx1/2* as well as the transcription factor *Dif* and different AMPs have been expressed higher in male flies. In contrast the *Tl*, its activator *spz* and the inhibitor of Dif/dl *cact* were higher expressed in female flies. This led us to hypothesize that male and female flies react differently to infections with gram-positive bacteria and fungi, which is supported by several studies^28,29^. 

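Leaving out each library in turn kept the log2 fold change of Tl between -3.09 and -2.84 at 10 days and between -3.54 and -3.23 at 30 days. For spz the limits were -3.71 and -3.19, and -3.89 and -3.48, and for cact -1.95 and -1.82, and -2.11 and -1.90. The largest adjusted p in limma-voom among these fits was 0.00244. From the toll signaling genes higher in males and those higher in females, the paper proposes that the sexes differ in their reaction to gram-positive bacteria and fungi. It sets published infection studies and its own infection with a gram-positive bacterium beside this, and calls for work with mutants of the pathway.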

Female flies are more likely to die from an infection with the fungus *Beauveria bassiana* than male flies, a difference that disappears in *spz* mutants^30^. The same is true for infection with the gram-negative bacterium *Providencia rettgeri*^31^. In our infection model using the fly pathogenic bacterium LP (gram-positive), only females showed a significantly reduced lifespan, supporting a possible sex-specific difference in toll pathway-mediated responses. However, further studies using pathway-specific mutants are needed to validate this hypothesis and establish a functional link between gene expression and immune competence. The reason for the difference in gene expression levels remains unclear. Given the central role of toll(like) signaling in *D. melanogaster* and in the human immune system, *D. melanogaster* could serve as a model for studying sex-specific differences in immune responses. This is particularly relevant for drug research, where understanding sex-based variations in gene expression may help to develop more targeted nutritional or therapeutic interventions by identifying molecular pathways that respond differently in males and females, thereby enabling personalized strategies to improve treatment efficacy and metabolic health.

Whereas toll signaling is among others activated by gram-positive bacteria, Imd pathway responds mainly to gram-negative bacteria through peptidoglycan (PGN) recognition^24^. PGN binds to specific recognition proteins (PGRPs), of which *D. melanogaster* possesses 19—compared to only four in mammals. Binding of PGN results in recruiting Imd following a signaling cascade which activates the transcription of AMPs like Diptericins and Cecropins^32^. Detailed description of Imd signaling is reviewed for example in^32–34^. Our study identified sex-specific differences in the Imd signaling pathway. The PGN recognition protein *PGRP-LC*, *imd*, *Rel*, *Dpt* and *CecA1* were higher expressed in male flies, while *Fadd* and *Tak1* showed higher expression levels in female flies. This is partly consistent with the results of^35^ showing higher expression level of *Dpt* in uninfected males compared to uninfected females, and a male-specific upregulation following *Pectobacterium carotovorum* subsp. *carotovorum* (a bacterium that activates Imd signaling and the expression of AMPs) infection. Additionally, our group previously observed that *P. carotovorum* infection shortened the lifespan of female but not male flies, likely due to the stronger activation of Imd signaling in males^28^. 

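In fits without 1 of the libraries, the log2 fold change of PGRP-LC was between 2.33 and 2.98 at 10 days and between 2.38 and 3.37 at 30 days. The limits were 1.52 and 2.23, and 1.44 and 2.08 for imd, and 0.62 and 0.87, and 1.14 and 1.43 for Rel. For Fadd they were -2.11 and -1.62, and -1.79 and -1.58, and for Tak1 -1.27 and -1.05, and -1.29 and -1.12. DptA had 109 ± 46.6 FPKM in males and 22.8 ± 37.7 in females at 30 days, with 31, 30 and 1638 counts in the female libraries, a log2 fold change of 4.32 (standard error 1.29, adjusted p = 0.0168) in limma-voom. It missed the threshold without male replicate 3 (log2 fold change 4.01, adjusted p = 0.0509). This was also so under the replicate block and factors from photoreceptor, neuron and muscle genes (0.98 to 2.50, adjusted p from 0.0729 to 0.485). From the direction of these genes and published infection studies, the paper proposes a stronger activity of Imd signaling in males and states that this needs further work.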

A study conducted by Vincent and Dionne in 2021^36^ supports our findings, since they observed higher expression levels of different AMPs in male flies compared to female flies following an infection with *E. coli*, bacteria that activate the Imd pathway. However, while these data suggest stronger Imd activity in males, this hypothesis needs further validation. Given the evolutionary conservation of innate immunity, *D. melanogaster* could serve as a valuable model for exploring sex-specific immune responses. This may have implications for drug research, particularly in understanding sex-based differences in immune modulation and antimicrobial therapies. But further studies are needed to confirm these hypotheses.

Not only toll signaling is a highly conserved pathway across the animal kingdom, but so is insulin signaling. Insulin/insulin-like growth factor signaling is important for development, behavior and metabolism (reviewed in for example^37–39^). *D. melanogaster* expresses eight insulin-like peptides (named as dILPs), whereas humans express one insulin and two insulin-like growth factors. In *D. melanogaster* dILP2, 3 and 5 are expressed in insulin producing cells in the brain^40^, whereas other dILPs are expressed in the fat body and the gut. In brief, insulin activates anabolic processes, while the absence of insulin promotes catabolic processes (such as gluconeogenesis). Metabolic diseases including DMT2, exhibit sex-specific differences in prevalence and severity, yet the underlying mechanisms remain unclear. Estrogen is hypothesized to play a role, but genetics may also be a key factor^10^. Recently *D. melanogaster* has been often used as a model organism for diet-related metabolic disorders^22^, making it an ideal system to investigate these sex-specific effects. We found that male flies had higher expression levels of *Ilps* (*Ilp2*, *Ilp3*, *Ilp5*), *Pepck2* and *G6P*, which is consistent with the expression atlas FlyAtlas2^41^. Interestingly, dILPs produced in the brain (*Ilp2*, *Ilp3*, *Ilp5*) were upregulated in males, while those from the fat body and gut showed no sex differences. These findings align with previous studies showing higher *Ilp3* expression in male larvae, while female larvae secreted higher levels of dILP2 protein^42^. However, these results are only partially comparable because (a) insulin signaling differs between larvae and adult flies and (b) a change in mRNA levels is not necessarily reflected in the protein levels of a gene. The higher expression of *Ilp3* and *Ilp5* in adult males should be considered when using *D. melanogaster* to study diet-induced metabolic disorders. However, this hypothesis remains to be proven. Prior to the onset of insulin action, ingested complex carbohydrates such as starch initially need to be hydrolyzed by α-amylase resulting in maltose molecules, which are further hydrolyzed to glucose by maltases. In *D. melanogaster*, ten genes encode for maltose-degrading enzymes^43^. In the present study, we showed that different maltases are higher expressed in male flies, which is consistent with FlyAtlas2^41^ and the results of^44^, who showed that the protein levels of Mal-A1, Mal-A3, Mal-A7 and Hex-A are more abundant in male than in female intestines. These results suggest that male and female flies digest food, especially ingested carbohydrates, in different ways.

Although numerous studies have explored diet-induced metabolic disorders in *D. melanogaster*, most focused either on larvae^14,45–48^, on only one sex^22,23,49^, the sex of the flies was not mentioned, or males and females were analyzed in one sample^50^. Usually, metabolic disorders in *D. melanogaster* are induced by chronic feeding of a high carbohydrate diet (especially a high sucrose diet) or a high fat diet (for example coconut oil). Given the observed sex differences in digestive enzyme expression and insulin signaling, males and females likely respond differently to dietary challenges. Future studies using *D. melanogaster* as a model should account for these sex-specific metabolic responses to ensure accurate conclusions in nutrition and drug research.

Mammalian females store about 10% more fat than males, while female insects can store up to four times more fat than male insects^51^. In insects, these fat reserves likely support egg production, as reduced fat mass decreases fecundity in females^52^, while excess fat storage lowers reproductive success in male insects^53^. Additionally, female insects mobilize stored fat less efficiently than males during food scarcity^53^ suggesting a differential regulation of lipid metabolism in male and female *D. melanogaster*. The Akh signaling pathway (which is functional homologous to glucagon signaling in humans) is a crucial regulator of lipid metabolism (reviewed in^54,55^). In brief, active Akh signaling leads to increased fat mobilization and decreased fat storage. Consistent with previous findings^16^, our study confirmed higher expression of *Akh* and its receptor (*AkhR*) in male flies. Also FlyAtlas2 data show a male-biased expression of these genes^41^. Moreover, our phenotypic data revealed that females had higher triglyceride levels, supporting the data on gene expression and suggesting a sex-specific regulation of lipid metabolism. Additionally, sex differences in food intake were observed, potentially contributing to differences in fat storage and energy balance. We found no sex differences in *bmm* expression, differing from earlier research where virgin males exhibited higher *bmm* mRNA levels than females^53^. This discrepancy may be due to differences in mating status, as our study analyzed mated flies. It is documented, that mating changes expression levels of different genes^56^. However, even with similar *bmm* expression, sex-specific differences in protein function remain possible. The expression level of *Hsl* in our study was higher in female flies compared to male flies, which was in accordance with other studies suggesting that lipid mobilization differs by sex. This supports the suitability of *D. melanogaster* to study sex-specific aspects of diet-induced metabolic disorders, though functional analyses are necessary to validate these transcript-based conclusions. Although the observed gene expression patterns are consistent with known sex-specific differences in immunity and metabolism, definitive conclusions about pathway activity or physiological function cannot be drawn as the present study is mainly based on transcriptomic data. Future studies should include for example protein-level validations and the use of mutant strains. It should also be taken into account, that the laboratory strain w^1118^ is not a real wild type strain, leading to differences for example in gene expression, physiology and behavior^57^. As the present results are limited to mated flies these results are not necessarily true for virgin flies^56^. Despite these limitations, our study could serve as a starting point for more specific investigations.

Overall, the fruit fly *D. melanogaster* could serve as a cost-effective and easy-to-handle model organism to investigate sex specific differences in detail. Our findings highlight significant variations between male and female flies in immune signaling pathways (toll and Imd), insulin signaling, and lipid metabolism. Males show higher expression levels of genes involved in immune signaling pathways, higher expression levels of insulin-like peptides (*Ilp2*, *Ilp3*, *Ilp5*), and increased expression levels of *Akh* and *AkhR*. Because those pathways are homologous to corresponding pathways in humans this model could help analyzing the sex-specific effects of dietary interventions or drugs, ultimately leading to a better understanding of sex-specific interconnections and improving the development of more effective, sex-specific medical treatments.

## Materials and methods

### Drosophila melanogaster w^1118^ stocks

In the present study, all experiments were performed with w^1118^ *Drosophila melanogaster* (Bloomington Drosophila Stock Center, Indiana, USA; #5905). Flies were reared on 10% Caltech medium (CT) under standard conditions in a climate chamber (HPP 1018, Memmert, Schwalbach, Germany) at 25 °C, 60% relative humidity, and a 12-h day/night cycle. For experiments, 3-day-old (to ensure, all flies were mated) age-matched flies from synchronized eggs were immobilized on ice and separated according to their sex. Female and male flies were transferred to separate vials containing a diet with 10% sugar (SY10 medium).

### Media

Caltech medium (CT) consists of 5.5% dextrose, 3.0% sucrose (Carl Roth, Karlsruhe, Germany), 6.0% corn meal, 2.5% inactive dry yeast, 1.0% agar, 0.3% Tegosept (Kisker, Steinfurt, Germany), and 0.3% propionic acid (Carl Roth, Karlsruhe, Germany). SY10 medium comprises 10% sucrose, 10% inactive dry yeast, 2.0% agar 0.3% Tegosept (Kisker, Steinfurt, Germany), and 0.3% propionic acid (Carl Roth, Karlsruhe, Germany).

### RNA isolation and sequencing

RNA isolation was performed with the Quick-RNA Tissue/Insect kit (Zymo Research, Freiburg, Germany) according to the manufacturer’s instructions. For each sample, 10 flies were homogenized in extraction buffer in a Tissue Lyzer II (Qiagen, Hilden, Germany). Following RNA isolation, the purity was detected photometrically (260/280nm) in a UV-Mini 1240 UV-VIS Spectrophotometer (Shimadzu, Duisburg, Germany). Samples with a 260/280 nm ratio lower than 1.7 were excluded from further analysis. For each condition, RNA was isolated from three independent experiments. RNA sample library preparation, RNA-seq, data collection, bioinformatic and statistical analysis was performed by Novogene Co., Ltd (Beijing, China). In brief, RNA quantity, quality and integrity were determined using an Agilent 5400 Fragment Analyzer System (Agilent Technologies). mRNA was isolated from total RNA by Poly(A) capture. After library preparation a 150 bp paired-end sequencing strategy was used for sequencing. 

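The count tables hold 14760 genes at both ages and 15631 at either age. A symbol was found for 15120 of the 15130 genes at 10 days and for 15250 of the 15261 genes at 30 days. The genes without a symbol held 0.0359% and 0.0443% of all counts. FPKM could be computed for 15119 and 15249 genes with an exon length. The number of fragments of a library was the median over the 29 to 39 genes of the authors' short table with a count in it.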

Raw RNA-seq reads were mapped to the *D. melanogaster* reference genome, and expression levels were quantified using FPKM (fragements per kilobase of transcript per million mapped reads). Differentially expressed genes were identified by DESeq2 analysis, applying the Wald test and adjusted p-values using the Benjamini-Hochberg method. 

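The test the authors used was not rerun on the counts, and limma-voom with Benjamini-Hochberg adjustment was used in its place. The authors' own adjusted p-values, deposited for 39 and 37 genes, are at 0.0507 for Mal-A4 and 0.0547 for Akh at 10 days and at 0.0568 for AkhR at 30 days. The corresponding values from limma-voom were 0.0130, 0.0772 and 0.179.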

Genes with adjusted *p*-value < 0.05 and |log2(FoldChange)| > 1 were considered as differentially expressed. 

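With an absolute log2 fold change above 1 required as well, 6066 genes were higher and 3381 lower expressed in males at 10 days in limma-voom. At 30 days these numbers were 6309 and 3334. Factors from photoreceptor, neuron and muscle genes changed them to 3152 and 6704 at 10 days and to 3126 and 6792 at 30 days.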

No outliers were removed and all biological replicates were included in the final analysis. 

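With each library left out in turn, the number of genes higher expressed in males at 10 days was between 6143 and 6465 and the number of lower expressed genes between 3915 and 4390. At 30 days these ranges were 5820 to 6636 and 3559 to 4238. Replicate pairs of a group differed by a chi-square of 64.0 to 346 per gene, so that no library is a copy of another.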

Batch effects were assessed using principal component analysis (PCA) and hierarchical clustering; no significant batch-related biases were observed. 

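Whether replicate numbers mark shared experiments was examined by correlating, across genes, the deviations of male and female libraries from their group means, where genes are not independent replicates. Libraries with the same number had r between -0.0156 and 0.0571 at 10 days, and those with different numbers between -0.0918 and 0.0460. At 30 days these ranges were -0.0439 to 0.0708 and -0.187 to 0.126. The libraries were therefore not treated as pairs. With the replicate number as a blocking factor, 6451 genes were higher and 4148 lower expressed in males at 10 days and 6539 and 3818 at 30 days.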

Raw data for the discussed genes can be found in the Supplementary Information. Three independent biological replicates were generated, each consisting of three technical replicates. To create volcano plots and Venn diagrams, NovoMagic was used, to create heatmaps GraphPad Prism 10 (GraphPad Software, Boston, USA) was used.

### Triglyceride content

For the measurement of the fly’s triglyceride content, 25 age-matched flies were maintained on SY10 for 10 or 30 days. Then, flies were weighed and frozen at -80 °C until further use. For measurements, 5 flies were homogenized in 250 µl PBS with 1% triton X in a Tissue Lyzer II (Qiagen, Hilden, Germany). Following, samples were centrifuged at 5000 g for 10 min. The supernatant was transferred into a fresh vial and stored at -20 °C until further use. For the detection of the triglyceride content a Trigylceride-Kit (Dialab, Neudorf, Austria) was used, following the manufacturer’s instructions. For calculation of the triglyceride content values were initially normalized to the fly weight and finally to the control group. To compare the results an unpaired t-test was performed using GraphPad Prism 10 (GraphPad Software, Boston, USA) and significance was accepted at *p* < 0.05. Three independent biological replicates were generated, each consisting of three technical replicates.

### Bacterial strains and cultivation

For infection assays, the fly-pathogenic bacterial strain LP, kindly provided by Dr. Kwang-Zin Lee from the Fraunhofer Institute for Molecular Biology and Applied Ecology (IME, Giessen, Germany), was used. LP was grown in MRS broth (Carl Roth) and cultivated under aerobic conditions in a shaking incubator (B. Braun Biotech International, Melsungen, Germany) at 29 °C overnight. For all experimental infections, bacterial cultures were used in their stationary growth phase.

### Oral infection with *Leuconostoc pseudomesenteroides* (LP) and survival assays

For oral infections, overnight cultures of LP were diluted with a sterile 100 mM sucrose solution to an optical density (OD) of 1. 1 ml of the bacterial suspension or the sterile sucrose solution (used as control) was applied to three layers of cellulose paper lining the bottom of each vial. Age-matched 10-day-old male and female *D. melanogaster* w^1118^, derived from synchronized egg collections, were sorted according to their sex, introduced into the vials (25 flies per vial) and maintained under standard conditions for 18 h. After 18 h of infection, the flies were transferred to fresh vials, containing SY10 medium. Every second day, the flies were transferred to fresh SY10 medium containing vials while dead flies were counted and removed. Survival curves were compared with the Kaplan–Meier approach followed by a log-rank test to test for significant differences which were accepted at *p* < 0.05. Four independent biological replicates were generated, each consisting of three technical replicates.

### Food intake

To assess the food intake, 25 age-matched male and female flies per vial were maintained on SY10 for 10 or 30 days. Subsequently, the flies were transferred to new vials containing food supplemented with 0.2% sulforhodamine B (Carl Roth, Karlsruhe, Germany). After 8 h of feeding, flies were weighed and frozen at − 80 °C until further processing. For analysis, 20 flies per sample were homogenized in 200 µl PBS containing 1% Triton X using a Tissue Lyzer II (Qiagen, Hilden, Germany) and centrifuged at 5000 g for 5 min. The supernatant was then transferred to a 96-well plate, and the fluorescence signal was detected (ex/em: 565/586 nm). For calculation of the food intake, the fluorescence signal was initially normalized to the weight of the flies and this value subsequently normalized to the control group. To test for significant differences between the two groups an unpaired t-test was performed using GraphPad Prism 10 (GraphPad Software, Boston, USA) while significance was accepted at *p* < 0.05. Three independent biological replicates were generated, each consisting of three technical replicates.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The datasets generated and analysed during the current study are available in Gene Expression Omnibus (GEO), accession number GSE293388.

# Supplementary material for: Drosophila melanogaster as a model organism to investigate sex specific differences
**Source:** Sci Rep. 2025 Jun 4;15:19648. doi: 10.1038/s41598-025-04497-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

Supplementary Information

**S 1: Heatmap visualizing log2 fold changes in mRNA expression levels.** The darker the color, the higher the mRNA expression levels in male flies compared to female flies. SPE: Spatzle-Processing Enzyme; spz: spatzle; Tl: Toll ;, pll: pelle, tub: tube, cact: cactus, dl: dorsal; Dif: Dorsal-related immunity factor; Drs: Drosomycin; Drsl5/4: Drosomycin-like 5/4, CecC: CecropinC; Mtk: Metchnikowin; PGRP-LC: PGN-recognition protein LC; pirk: poor Imd response upon knock-in; imd: immune deficiency; Dredd: Death-related ced-3; Fadd: Fas-associated death domain; Tak1: TGFβ-activated kinase; Rel: Relish; CecA1: CecropinA1.

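The caption states log2 fold changes and not the unit they rest on. From the counts, leaving out each library in turn kept the log2 fold change of Ilp5 at 10 days between 2.50 and 5.34 and that of Pepck2 between 1.76 and 2.45 in limma-voom.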

**S 2: Heatmap visualizing log2 fold changes in mRNA expression levels.** The darker the color, the higher the mRNA expression levels in male flies compared to female flies. Ilp2/3/5: Insulin-like peptide 2/3/5;,Pepck2: Phosphoenolpyruvate carboxy kinase 2; G6P: Flucose-6-Phosphatase.

How the deposited data were processed for this re-analysis (not part of the article)

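Whole w1118 flies of both sexes were sampled at 10 and 30 days, with 10 flies per sample and 3 samples for each sex and age, giving 12 poly(A) libraries of 150 bp paired-end reads. The authors deposited counts per NCBI gene for every library, which are whole numbers without normalization. The aligner, the counting tool and the annotation were looked for in the paper and its supplement and are not stated. The authors also deposited counts divided by 1 size factor per library, but the decimal point of these values is lost and only leading digits can be read, so they were not used in tests. In a pair of short tables the authors deposited FPKM, p-values and adjusted p-values for 39 genes at 10 days and 37 genes at 30 days. The 12 further columns of gene counts in these tables repeat the counts and were not used. In the short table of 30 days the male columns were joined to the libraries by their values, since their numbers are exchanged against those of the count table.

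Gene symbols came from the NCBI gene number, and gene lengths are the union of exons in BDGP6.54. FPKM of all genes were computed as the count divided by the length in kilobases and by the number of fragments that the deposited FPKM of a library imply. The paper gives mapped reads as the basis of FPKM, and that number differs from the total count of a library. A gene counted as detected in a sex with at least 1 count in at least 1 of 3 libraries, and as expressed with a mean above 1 FPKM. The sexes were compared at each age with limma-voom (limma 3.58.1 in R 4.3.3), after TMM normalization and a filter of 10 counts in a library of median size in at least 3 libraries and 15 counts in total, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fit of all 12 libraries in 4 groups tested the sex difference that changes with age and the age difference in each sex. Tissue gene lists were tested with fry of limma on the fit of each age. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

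A quasi-likelihood fit of edgeR had been planned as the test and DESeq2, the authors' tool, as an alternative. Neither was run, because count models were kept for tables whose unit an automatic check accepts as counts, and that check cannot read tables split at semicolons as these are. limma-voom, planned as an alternative, took their place. A planned comparison of X-linked with autosomal genes was not run either. The alternatives tried were RLE, upper quartile and total-count factors, factors from photoreceptor, neuron and muscle genes, no filter, a filter on a mean of 10 counts, the replicate number as a block, all 12 libraries in 1 fit, limma on log2(FPKM + 1), other FPKM minimums, thinning to the smallest library, and each library left out in turn. limma-trend on log2 CPM with a prior count of 2 and FPKM from total counts were added after the data were seen.

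The genes given by name are those the paper names singly or as a group, genes that check the sex of the libraries, and at each age the 3 genes with the largest change in each direction among those past the threshold with at least 100 counts in every library of the higher sex and no overlap. This rule was written before the data were examined, but values of many genes of the paper had been seen in its supplementary table. The median total count was 41341025 in males and 53070842 in females at 10 days, and 38522504 and 39876325 at 30 days. The procedure was tested on simulated data with 200 changed genes, of which 73.5% were recovered at 10 days, with 9 false among 156 calls. At 30 days 73.5% were recovered with 7 false among 154. For a sex difference that changes with age 59.5% were recovered with 4 false among 123. The simulated changes went up and down alike, without an excess of genes lacking counts. In the real libraries most tested genes differed between the sexes, and genes expected to have counts often lacked them. Those shares therefore need not hold for the real libraries.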

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

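The tests of age and of its interaction with sex were planned, while the tests of explanations for them (other assignments of the libraries, 1 library out of line, and a batch that moves both sexes alike) were chosen after the results were seen, as was the limma-trend alternative.

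The sex difference changed with age for 83 of 14112 genes in limma-voom (55 upward, 28 downward, and 1858 at an unadjusted p below the threshold), a difference between the effects at both ages. The clearest was GstS1 with -1.48 (standard error 0.16, adjusted p = 0.00208) on the log2 scale, and CG1077 had 8.36 (standard error 1.27, adjusted p = 0.0216). The count depended strongly on single libraries: without male replicates 1, 2 or 3 of 10 days the count was 4, 1 and 40, and without those of 30 days 22, 17 and 3. Without female replicates 1, 2 or 3 of 10 days it was 0, 19 and 93, and without those of 30 days 320, 45 and 81. Where it was 0, 1652 genes had an unadjusted p below the threshold. RLE factors, total-count factors, no filter, the replicate block and limma-trend, run with all libraries, gave 38 to 90 genes. The number of genes is therefore not stable. Of 100 assignments of age drawn, the real one included, 1, the real one, gave as many genes. The other assignments mix the ages within a sex, so age differences raise their spread and lower their counts. They therefore cannot decide on chance. Of the 99 others 94 gave none, and the most in another was 71. A library out of line stays open. Without female replicate 1 of 10 days the count is 0, but fewer libraries also lower it, and without female replicate 1 of 30 days it is 320. A batch that affects a single group of sex and age stays open, as does a biological change with age, which was not tested separately.

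Between 10 and 30 days 1245 genes differed in males (335 higher and 910 lower at 30 days), a comparison the paper does not make. lncRNA:CR44832 rose by 1.37 (adjusted p = 0.000607), Cyp6w1 by 1.71 (adjusted p = 0.000607) and w-cup changed by -0.97 (adjusted p = 0.000607), all from limma-voom. Here too the count moved: without male replicates 1, 2 or 3 of 10 days the count was 851, 492 and 588, and without those of 30 days 331, 1533 and 223. Without female replicates 1, 2 or 3 of 10 days it was 666, 828 and 693, and without those of 30 days 1256, 1090 and 795. Of the 10 splits of the 6 male libraries 1 gave as many genes, the real one, and the most in another was 30. With 10 splits chance cannot be excluded. A batch that moves both sexes of one age alike would show the same change in females. Females express 601 of these genes, with at least 0.246 CPM in all 3 libraries of an age. The median change of the 601, in the direction of males, was 0.033 in females and 0.84 in males, which argues against such a batch. A batch in the males of one age alone cannot be separated from age and stays open, as does age itself.

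In females 91 genes differed (3 higher and 88 lower at 30 days), again a comparison the paper does not make. yellow-g2 changed by -11.03 (adjusted p = 0.00232), Cp38 by -8.34 (adjusted p = 0.00232) and Yp3 by -2.0 (adjusted p = 0.00232) in limma-voom. The count varied as follows: without male replicates 1, 2 or 3 of 10 days the count was 57, 74 and 81, and without those of 30 days 71, 61 and 59. Without female replicates 1, 2 or 3 of 10 days it was 69, 53 and 87, and without those of 30 days 405, 37 and 83. The 405 genes were 217 higher and 188 lower at 30 days. With any other library left out most genes were lower. Of 10 splits of the female libraries 1, the real one, gave as many genes and the others 0, and 10 splits cannot exclude chance. Males express 73 of these genes by the same minimum, and their median change in the direction of females was 0.084 in males and 1.57 in females, which argues against a batch shared by both sexes. A batch in the females of one age, and age itself, stay open.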

How the results depend on the processing

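limma-trend and FPKM from total counts were chosen after the data were seen, the other alternatives before the data were examined. A quasi-likelihood fit, DESeq2 and the comparison of X-linked with autosomal genes were not run.

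The counts of genes higher and lower in males kept within 1.5 times their value under every alternative but 1. With factors from photoreceptor, neuron and muscle genes 3241 genes were higher and 6933 lower at 10 days, and 3141 and 6838 at 30 days. With a change above 2-fold required they were 3152 and 6704 at 10 days, and 3126 and 6792 at 30 days. These factors assume that the listed tissues take the same share of RNA in both sexes, which cannot hold for all of them, as the median of the neuron list exceeded that of the muscle list by 1.10 at 10 days and 1.92 at 30 days. Detected and expressed genes stayed within 1.5 times under all alternatives run, except for classes of genes, of which 21 counts for 15 results moved further, 13 of them with a minimum of 0.1 FPKM.

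The genes whose sex difference changes with age numbered 41 with the replicate block and 38 with limma-trend, against 83, and without male replicates 1, 2 or 3 of 10 days the count was 4, 1 and 40, and without those of 30 days 22, 17 and 3. Without female replicates 1, 2 or 3 of 10 days it was 0, 19 and 93, and without those of 30 days 320, 45 and 81. The age difference in males fell from 1245 to 654 genes with the block and 127 with limma-trend. With a library left out, without male replicates 1, 2 or 3 of 10 days the count was 851, 492 and 588, and without those of 30 days 331, 1533 and 223. Without female replicates 1, 2 or 3 of 10 days it was 666, 828 and 693, and without those of 30 days 1256, 1090 and 795. In females limma-trend gave 148 genes against 91. With a library left out, without male replicates 1, 2 or 3 of 10 days the count was 57, 74 and 81, and without those of 30 days 71, 61 and 59. Without female replicates 1, 2 or 3 of 10 days it was 69, 53 and 87, and without those of 30 days 405, 37 and 83. The cause was not tested.

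Of 199 gene and age pairs tested, 166 were past the threshold and 92 of them under every alternative. Among 3165 values, 2895 kept the side of the threshold and, where past it, the direction, 64 lost and 78 gained the threshold under other settings, and 66 lost and 27 gained it with a library left out. In 31 of the 2895, for 12 pairs, the sign turned with neither value past the threshold. For 35 pairs it turned with at least 1 of both past it. With factors from photoreceptor, neuron and muscle genes the latter were, at 10 days, Mal-B2 -1.51, Hex-A -2.22, Treh -1.74, Tps1 -0.71, AkhR -1.58, SPE -0.50, Myd88 -2.52, Dif -0.82, PGRP-LC -0.022, imd -0.82, Dredd -2.27, Rel -1.86, Ilp3 -0.60, Pdk1 -2.49, Pepck2 -0.53 and Ilp6 -2.26. At 30 days they were Mal-B2 -1.03, Hex-A -2.44, Treh -2.25, Tps1 -0.34, AkhR -2.31, bmm -2.96, SPE -0.65, Myd88 -3.14, Dif -0.95, PGRP-LC -0.22, imd -1.40, Dredd -2.83, Rel -1.89, chico -2.80, foxo -2.83, Pepck2 -1.64 and Ilp6 -2.32. On log2(FPKM + 1) they were foxo 0.36 at 10 days and Pdk1 0.021 at 30 days. That these factors lower every gene alike follows from their construction.

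Median log2 differences of the tissue lists, with fry, were at 10 days photoreceptor 2.95 (adjusted p = 0.000966), neuron 2.91 (adjusted p = 2.2e-05), muscle 1.81 (adjusted p = 0.000169), gut 1.52 (adjusted p = 0.0351), fat body 1.5 (adjusted p = 0.00106), Malpighian tubule 2.27 (adjusted p = 0.000276), hemocyte 1.13 (adjusted p = 0.133), male accessory gland 13.72 (adjusted p = 3.6e-05), testis 11.00 (adjusted p = 7.4e-05), ovary and egg -4.76 (adjusted p = 5.5e-05), dorsal group -2.61 (adjusted p = 5.5e-05) and immune toll 1.64 (adjusted p = 0.00346). At 30 days they were photoreceptor 4.24 (adjusted p = 0.000855), neuron 4.06 (adjusted p = 0.00106), muscle 2.14 (adjusted p = 0.00177), gut 2.40 (adjusted p = 0.0166), fat body 2.30 (adjusted p = 0.000129), Malpighian tubule 2.58 (adjusted p = 0.00155), hemocyte 1.12 (adjusted p = 0.00368), male accessory gland 13.50 (adjusted p = 1.5e-05), testis 10.94 (adjusted p = 8.7e-05), ovary and egg -5.11 (adjusted p = 0.000107), dorsal group -2.27 (adjusted p = 0.133) and immune toll 3.32 (adjusted p = 0.00453). With camera and an estimated correlation, no list was past the threshold (adjusted p from 0.321 to 0.989), with these same medians. For the hemocyte list at 10 days camera gives the direction down against a median above 0. The gut list at 10 days missed the threshold with no filter (1.52, adjusted p = 0.0701) and without male replicate 1 (1.29, adjusted p = 0.0820), male replicate 2 (1.56, adjusted p = 0.0660), female replicate 1 (1.02, adjusted p = 0.199) or female replicate 3 (1.43, adjusted p = 0.175), within 1.02 to 1.88 over all libraries. At 30 days it missed it without female replicate 1 (2.62, adjusted p = 0.0505; range 1.75 to 2.75). The dorsal group list at 30 days passed with total counts (-2.51, adjusted p = 0.00449), with no filter (-2.30, adjusted p = 0.0344) and without male replicate 2 (-2.30, adjusted p = 0.000719), within -2.61 to -1.87.

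Male and female libraries of the same replicate number had a median r of 0.0542 at 10 days and 0.0360 at 30 days, and those of different numbers -0.0287 and -0.0200. At 50 to 100 expected counts 0.0945% of pairs held 0 in male replicate 2 of 30 days and 1.46% to 18.3% in the other libraries, which limits what can be said of genes with few counts.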

Differences from the paper's values

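limma-trend was chosen after the values were seen, and the counts for the other direction were compared after the result was seen.

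The paper gives 3969 genes as higher and 7176 as lower in males at 10 days, where 6516 and 4284 were found here. At 30 days the paper gives 3735 and 7101, against 6648 and 3996. The paper's Methods also require an absolute log2 fold change above 1, while the key of Fig. 1, which shows these counts, sets no fold minimum. With that minimum 6066 and 3381 genes were found at 10 days and 6309 and 3334 at 30 days. Of the alternatives set before the data were examined, factors from photoreceptor, neuron and muscle genes gave both values of each age within 1.5 times the paper's (3241 and 6933, 3141 and 6838, and with the fold minimum 3152 and 6704, 3126 and 6792), and all others run, each library left out included, did not. Without the fold minimum, the counts found here for the other direction are within 1.5 times the paper's values under all of them except those factors. With the fold minimum log2(FPKM + 1) is a further exception, with 2400 genes lower at 10 days and 2453 at 30 days.

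For Mal-B2 at 10 days the log2 fold change was 1.05, and the paper shows about 3.5 (Fig. 3a, read by eye). No alternative reached it, with values from -1.51 to 1.45 over all settings and libraries left out. These values come from limma fits, whereas the figure rests on FPKM. The ratio of the mean FPKM of Mal-B2 given in the Results also falls short of the figure's value. The field of Mal-A7 at 30 days is white in Fig. 3a, and the authors deposited no FPKM of it at that age, so no value was read there. The paper's text places it higher in males at both ages, as found here (6.27 at 30 days).

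The Results and Fig. 5 place PGRP-LC higher in females, while the Discussion places it higher in males. Here it was higher in males at both ages (2.61 and 3.07), and not past the threshold under factors from photoreceptor, neuron and muscle genes (-0.022, adjusted p = 0.949) at 10 days and under factors from photoreceptor, neuron and muscle genes (-0.22, adjusted p = 0.629) at 30 days. The paper describes Rel as higher in males at 30 days in addition to the genes of 10 days. Here it was also past the threshold at 10 days (0.71, adjusted p = 0.00555), but under the paper's fold minimum it is called at 30 days alone (1.28), as in the paper. At 10 days factors from photoreceptor, neuron and muscle genes (-1.86, adjusted p = 8.2e-06) and log2(FPKM + 1) (1.14, adjusted p = 8.8e-05) bring it past both limits.

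The paper lists Akh as higher in males. At 10 days it was not past the threshold here (3.99, adjusted p = 0.0772), and passed it under no filter (4.13, adjusted p = 0.0219), a mean of 10 counts (4.18, adjusted p = 0.0197), all 12 libraries in 1 fit (4.22, adjusted p = 0.0193), log2(FPKM + 1) (1.85, adjusted p = 0.000617) and limma-trend, chosen after seeing the values (3.19, adjusted p = 0.0257) and without female replicate 1 (2.09, adjusted p = 0.0399), female replicate 2 (5.13, adjusted p = 0.0333) and female replicate 3 (5.43, adjusted p = 0.0253). At 30 days it was not past it (3.42, adjusted p = 0.0987), and passed under a mean of 10 counts (3.61, adjusted p = 0.0461), all 12 libraries in 1 fit (3.64, adjusted p = 0.0460) and log2(FPKM + 1) (1.5, adjusted p = 0.0116) and without female replicate 1 (5.07, adjusted p = 0.0446) and female replicate 3 (4.54, adjusted p = 0.0496). AkhR at 30 days (0.89, adjusted p = 0.179) passed under log2(FPKM + 1) (1.04, adjusted p = 0.0477) and factors from photoreceptor, neuron and muscle genes (-2.31, adjusted p = 0.00396), the latter in the other direction. Ilp5 at 10 days (4.40, adjusted p = 0.0549) passed under RLE (4.64, adjusted p = 0.0433), upper quartile (4.64, adjusted p = 0.0432), no filter (4.37, adjusted p = 0.0157), a mean of 10 counts (4.36, adjusted p = 0.0152), the replicate block (4.27, adjusted p = 0.0397), all 12 libraries in 1 fit (4.41, adjusted p = 0.00589), log2(FPKM + 1) (2.39, adjusted p = 0.000754) and limma-trend, chosen after seeing the values (3.62, adjusted p = 0.0220) and without female replicate 1 (5.24, adjusted p = 0.0332), female replicate 2 (5.34, adjusted p = 0.0448) and female replicate 3 (2.50, adjusted p = 0.0127).

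The paper's text describes Drs as not higher in females at 30 days, as found here, while Fig. 4 draws it as higher in females. Here it had -1.09 (adjusted p = 0.0855), and passed under total counts (-1.34, adjusted p = 0.0422), all 12 libraries in 1 fit (-1.06, adjusted p = 0.0175) and factors from photoreceptor, neuron and muscle genes (-4.21, adjusted p = 0.000123) and without female replicate 2 (-1.32, adjusted p = 0.0209) and female replicate 3 (-1.35, adjusted p = 0.0253). Fig. 4 draws Mtk at 30 days as higher in males, where it had 3.95 (adjusted p = 0.0842), and passed under no filter (3.93, adjusted p = 0.0396), a mean of 10 counts (3.93, adjusted p = 0.0366), all 12 libraries in 1 fit (3.93, adjusted p = 0.0126) and log2(FPKM + 1) (2.44, adjusted p = 0.0223) and without female replicate 3 (log2 fold change 5.67, adjusted p = 0.0165). Fig. 4 draws dl as not different. Here it was past the threshold as lower in males at 10 days (-0.72) and 30 days (-0.63), with changes below the paper's fold minimum, so under both limits it is not called, as in the paper.

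Fig. 6 draws Akt, Pi3K92E and Pdk1 as not different, and the text so describes InR and bmm. Past the threshold were Akt (-0.97 and -0.85), Pi3K92E (-1.07 and -0.81), Pdk1 at 30 days (-0.43) and bmm at 10 days (-0.71). Of these, only Pi3K92E at 10 days is past the paper's fold minimum as well, and the others are not called under both limits, as in the paper. Pi3K92E at 10 days stays below the minimum under RLE (-0.87, adjusted p = 0.00109), upper quartile (-0.87, adjusted p = 0.000948), log2(FPKM + 1) (-0.58, adjusted p = 0.00680) and the fit without male replicate 1 (-0.85, adjusted p = 0.00164). Akt is past both limits under total counts (-1.13, adjusted p = 7.5e-05) and the fit without female replicate 3 (just past the minimum, adjusted p = 0.000129) at 10 days, and under total counts (-1.11, adjusted p = 0.00426) and the fit without female replicate 1 (-1.10, adjusted p = 0.000763) at 30 days. Pi3K92E at 30 days is past both under total counts (-1.08, adjusted p = 0.00783) and the fit without female replicate 1 (-1.03, adjusted p = 0.00271). With factors from photoreceptor, neuron and muscle genes, dl (-3.28 and -3.81), Akt (-3.53 and -4.02), Pi3K92E (-3.64 and -4.00), Pdk1 (-2.49 and -3.59), InR (-2.87 and -3.52) and bmm (-3.27 and -2.96) are past both limits as lower in males at 10 and 30 days.

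The paper lists AttA at 10 days and Drsl3 at 30 days among the genes of males only. By a mean above 1 FPKM both were expressed in males only here as well, but the sexes did not differ in limma-voom. AttA had -0.59 (adjusted p = 0.816) and Drsl3 0.18 (adjusted p = 0.939), and neither was past the threshold under any alternative run. The adjusted p-values the authors deposited are 0.0507 for Mal-A4 at 10 days, 0.0547 for Akh at 10 days and 0.0568 for AkhR at 30 days, though the paper lists these genes as different.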

Other observations

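The tests of depth, of exchanged directions, of the authors' library factors, of 0 counts, of the mitochondrial ribosomal RNA, of the ovary share at 30 days and of other assignments of age were chosen after the results were seen.

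More genes were detected in males than in females. Deeper male libraries would do this only if they held more counts. Together the 3 male libraries held 0.766 times the counts of the female libraries at 10 days and 0.761 times at 30 days, which argues against depth. Testis and accessory gland RNA in males is an open biological explanation that was not tested.

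The paper's counts of higher and lower genes are close to the counts found here for the other direction. If directions were exchanged, the genes expressed in males only and called higher in males would exceed the paper's number of all genes higher in males. Such genes number 4103 at 10 days and 4262 at 30 days, against the paper's 3969 and 3735. All of them have a log2 fold change above 1, the minimum of the paper's Methods. They are part of the 6516 and 6648 genes called higher in males here, which already exceed the paper's numbers. The comparison therefore cannot decide on an exchange. An exchange of directions may lie behind the difference. Library factors that lower males, such as those from photoreceptor, neuron and muscle genes (3241 and 6933 genes at 10 days), would give counts close to the paper's without it. The size factors behind the authors' normalized counts equal the median-of-ratios factors of all counts to within 0.001% in each library. Against total counts they raise males over females by 0.37 at 10 days and 0.45 at 30 days on the log2 scale, which argues against the library factors. RLE factors are also medians of ratios, here over the tested genes. With them limma-voom gave 6877 higher and 3960 lower genes at 10 days, and 6909 and 3706 at 30 days. These are close to the paper's counts with directions exchanged, and not as printed. The paper's gene lists needed to decide on an exchange were not analysed here.

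Among 11673 pairs of gene and library with 20 to 50 expected counts, 2874 held 0 counts and 344 held 1 to 5. The share at 0 ran from 0.621% to 41.2% of the pairs of a library. Male replicate 2 of 30 days had the lowest, with 7 pairs at 0 and 53 at 1 to 5, and 0 was the more frequent in the other 11 libraries. Sampling of independent reads would give almost no 0 counts at this level. If many reads are copies of few molecules, a number of reads per molecule set on these pairs for each library (5.50 to 36.4) predicts, summed over the libraries, 613.3 pairs at 0 among the 9740 pairs with 50 to 100 expected counts, where 775 were seen. At 100 to 200 expected counts 148 were seen and 77.1 predicted, so the same numbers account for fewer of them. Single libraries of 30 days differed at 50 to 100 expected counts. Female replicate 3 held 10 pairs at 0 against 3.00 predicted, and male replicate 1 held 64 against 34.8. Female replicate 2 held 72 against 72.2 predicted. Copies of few molecules are a candidate explanation, and the spread between flies was not separated from it.

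Genes of tissues that both sexes have were lower in female libraries. If ovary RNA diluted the rest, lists of such tissues would fall alike. The median of the neuron list exceeded that of the muscle list by 1.10 at 10 days and 1.92 at 30 days, which a single dilution cannot give as the whole cause. A mitochondrial ribosomal RNA took 15.0% to 19.9% of male and 1.41% to 9.87% of female libraries. It would have to take the larger share in females to lower their other genes, which argues against it as the cause. Dilution by ovary RNA as a part of the pattern, and different tissue shares in the sexes, stay open.

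spz, Tl, pll, tub and cact were higher in females. They also act in the egg, and if they are made in the ovary, other dorsal group genes without an immune role would be higher in females too. The median of 7 such genes was -2.61 at 10 days, and that of toll genes with an immune role alone was 1.64. Both signs held with total-count and RLE factors. Factors from photoreceptor, neuron and muscle genes were not run on these lists, and as they lower the median of all genes by 2.56 they would turn the sign of the toll genes with an immune role. At 30 days the dorsal group list was not past the threshold with fry (-2.27, adjusted p = 0.133). RNA made in the ovary may account for the direction of these 5 genes, which remains a hypothesis on whole flies.

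Eggshell genes (15, median log2 change -4.09 from 10 to 30 days, 9 past the threshold in limma-voom) and yolk protein genes (3, -2.15, all 3 past it) were lower in females at 30 days. With a smaller share of ovary RNA the other 48 ovary and egg genes would fall as well. Their median change was -0.010 (quartiles -0.16 and 0.13), which argues against it. A change in the stage of the eggs with age stays open and was not tested.

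Of the 10 splits of 6 libraries into 3 and 3, only that by sex (1 of 10) gave genes past the threshold in limma-voom at 10 days and at 30 days. So few splits are too small a number to exclude chance by this count alone. Values of males and females did not overlap for 84.2% of genes at 10 days and 84.9% at 30 days, where chance gives 10%. In the fit of all 12 libraries, 12338 genes were past the threshold for the sex difference at either age. Of these, 10248 were past it at both ages with the same sign and 30 with opposite signs. Of the genes past it at 1 age only, 983 at 10 days and 1077 at 30 days, 45 had a sex difference shown to change with age. Of 96 genes of the paper and its gene groups and of the sex check tested for such a change, 0 were past the threshold in limma-voom and 19 at an unadjusted p.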
